# A Modified ABCDE Model of Flowering in Orchids Based on Gene Expression Profiling Studies of the Moth Orchid *Phalaenopsis aphrodite*

**DOI:** 10.1371/journal.pone.0080462

**Published:** 2013-11-12

**Authors:** Chun-lin Su, Wan-Chieh Chen, Ann-Ying Lee, Chun-Yi Chen, Yao-Chien Alex Chang, Ya-Ting Chao, Ming-Che Shih

## Abstract

Previously we developed genomic resources for orchids, including transcriptomic analyses using next-generation sequencing techniques and construction of a web-based orchid genomic database. Here, we report a modified molecular model of flower development in the Orchidaceae based on functional analysis of gene expression profiles in *Phalaenopsis aphrodite* (a moth orchid) that revealed novel roles for the transcription factors involved in floral organ pattern formation. *Phalaenopsis* orchid floral organ-specific genes were identified by microarray analysis. Several critical transcription factors including *AP3*, *PI*, *AP1* and *AGL6*, displayed distinct spatial distribution patterns. Phylogenetic analysis of orchid MADS box genes was conducted to infer the evolutionary relationship among floral organ-specific genes. The results suggest that gene duplication MADS box genes in orchid may have resulted in their gaining novel functions during evolution. Based on these analyses, a modified model of orchid flowering was proposed. Comparison of the expression profiles of flowers of a peloric mutant and wild-type *Phalaenopsis* orchid further identified genes associated with lip morphology and peloric effects. Large scale investigation of gene expression profiles revealed that homeotic genes from the ABCDE model of flower development classes A and B in the *Phalaenopsis* orchid have novel functions due to evolutionary diversification, and display differential expression patterns.

## Introduction

Sexual propagation is an important physiological event for both animals and plants. In order to adapt to a dry environment, angiosperms have evolved many specialized flowering processes to achieve reproduction. Substantial work with model organisms ranging from morphological observation to study of molecular regulation has resulted in the elucidation of the reproductive development of flowering plants [1–3]. However, great diversity in reproductive behavior is observed in various plant taxa suggesting that alternative strategies have been adopted during the courses of evolution. Orchids are of particular interest to biologists because of their unique and intriguing biological traits. The Orchidaceae, one of the largest families of Angiosperms, displays a high degree of speciation [4] with wide variations in floral characteristics, including morphology, color, size and fragrance that ensure successful pollination. 

In contrast to most plant groups, which display radial symmetry in floral organ arrangement, orchids produce zygomorphic flowers [5]. The bilateral symmetry of zygomorphic flowers directs the approach of pollinating insects to the flowers from a particular orientation [6], and is thought to facilitate evolution and speciation [7]. The outer and inner perianth whorls of an orchid flower consist of two sets of three tepals. The outer tepals, also known as sepals, show colorful patterns similar to regular petals. One of the inner tepals, commonly referred to as a petal, is highly modified to form a labellum (lip), which has a distinct morphology and often serves as the landing platform for pollinator insects [5]. In addition, grains of pollen are aggregated to become pollinia that are attached to the top of the column [5]. The column is equivalent to a style and stigma that has an opening toward the labellum side. The stigma is inside the column.

The ABCDE model, which was modified from the original ABC model, describes the genetic mechanisms that establish floral organ identity in angiosperms (for reviews, see 8). Based mainly on studies in *Arabidopsis*, the ABCDE model explains flower development and maintenance of floral identity by an interactive network of transcription factors, especially MADS box factors. Many of these transcription factors were identified by mutant phenotypes and identification of the responsible alleles. For example, *APETALA1* (*AP1*) mutant, *ap1-1*, displayed a phenotype in which sepals became bract-like leaflets and petals were missing [9]. The *AP1* gene was demonstrated to interact with *LEAFY* genes in *Arabidopsis* to participate in the floral meristem formation [10]. *APELATA2* (*AP2*) loss-of-function mutants exhibited abnormal flower morphology with a partial carpel-sepal on the first whorl and semi-stamen in the petal layer and also abnormal seed development [11]. By the ABCDE model, floral identity-associated genes are divided into five functional classes. B functional class genes include two MADS box genes, *PISTILLATA* (PI) and *APETALA3* (*AP3*), which are expressed in petals and stamens but not sepals and pistils (whorl 2 and 3). *PI*/*AP3* defective mutants in *Arabidopsis* (*glo* and *def*) have abnormal development of the second- and third-whorl floral organs such as petals and stamens [12,13]. The AGAMOUS (AG) gene, which encodes a class C functional transcription factor, was discovered from T-DNA inserted *Arabidopsis ag* mutants, in which stamens and pistils were transformed into petals and sepals [14]. 

Besides *Arabidopsis*, several other plant species have been investigated to discover the mechanisms governing floral organ identity (for review, see 15). Snapdragon (*Antirrhinum* species) served as an early model plant in flowering studies due to its varied flower color and morphology. Transposable elements such as *Tam* and other molecular genetic tools helped to identify the genes responsible for polymorphic patterns among snapdragon flowers [16]. Transcription factors of functional groups in the ABC model were elucidated in studies of *Antirrhinum* [17,18]. In addition, *Petunia* species have been used to study the involvement of MADS box genes in flowering development including flower morphology, color and scent [19–21]. Columbine (*Aquilegia vulgaris*) was also proposed as a model organism to study the evolutionary mechanism driving adaptive radiation including changes in the length of the spur according to pollinators and habitats [22,23].

Despite a lack of relevant genomic resources and molecular tools, the orchid family has been proposed as a model group for studies of evolutionary innovation in floral diversity [24]. Functional genomic approaches have been used to characterize orchid MADS box genes in several orchid species: next generation sequencing (Roche 454) was used with *Oncidium* Gower Ramsey [25–27], an EST approach was used with *Phalaenopsis equestris* [28,29], and differential expression profiling with quantitative PCR was used with *Orchis italica* [30]. The co-expression patterns of these orchid genes in relationship to the ABCDE model of flowering and putative functional roles of the MADS box genes have been summarized and discussed [24,31]. However, none of these studies satisfactorily explained how the identity of orchid-specific floral organs such as the lip and pollina were determined.

Recently, our group has focused on developing genomic resources for orchids. We first developed an informatics pipeline for *de novo* assembly and annotation of the transcriptomic sequences obtained by next-generation sequencing technology [32]. We then constructed a web database to archive and share the transcriptomic information. The Orchidstra database (URL: http://orchidstra.abrc.sinica.edu.tw/) was constructed with rich sequence information of *Phalaenopsis aphrodite* together with other orchid species [33]. The sequence information was used to design a customized orchid microarray. Here, we report the application of this microarray to study molecular events of floral organ development and identity in *P. aphrodite*.

## Materials and Methods

### Plant materials

The moth orchid, *Phalaenopsis aphrodite* Rchb.f., was collected from its original mountain habitat in Dawu, Taitung County in Taiwan and was kindly provided by Dr. Tsai-Mu Shen from National Chiayi University (Chiayi, Taiwan). Sogo Yukidian ‘V3’ (a popular tetraploid commercial *Phalaenopsis* hybrid) were purchased from I-Hsing Biotechnology (Chiayi, Taiwan). Four cultivars of *Phalaenopsis* normal and perolic mutant flowers were used in comparative pattern analysis, including *Phalaenopsis equestris* purchased from OX Orchids Farm (Tainan, Taiwan); P. Little Mary, P. Nobby’s Amy and Dtps. I-Hsing Helen were purchased from I-Hsing Biotechnology. Mature orchid plants were maintained in 22-27°C growth chambers under a 12-hour day/night cycle with regular irrigation and fertilization. 

Plant tissues collected included leaves, roots, young inflorescences, flower buds, and flowers in full bloom from *Phalaenopsis aphrodite* Rchb.f. Different flower parts such as sepal, petal, lip, pollinia, column, pedicel and different stages flowers were from Sogo Yukidian ‘V3’.

### RNA isolation

Orchid total RNA was isolated as described previously with minor modification [32,34]. Plant tissues were frozen and ground in liquid nitrogen. RNA was extracted by vortexing tissue powder with 5 to10 volumes (w/v) of extraction buffer (2% hexadecyltrimethylammonium bromide, 1% polyvinylpyrrolidone 40, 100 mM Tris-HCl pH 7.5, 20 mM EDTA, 2 M NaCl, 2% 2-mercaptoethanol) pre-warmed at 65°C. The homogenate was incubated at 65°C for 15 minutes during which it was mixed several times. The homogenate was centrifuged at 3,000 × g for 10 minutes at room temperature. The supernatant was extracted twice with an equal volume of chloroform:isoamyl alcohol (24:1, v/v) and centrifuged at 8,000 × g for 15 minutes. One-third volume of 8M lithium chloride was added to the aqueous phase to precipitate total RNA at -20°C overnight. The RNA pellet was harvested by centrifugation at 12,000 × g for 30 minutes at 4°C then washed with ice-cold 75% ethanol, and re-suspended in RNase-free water. RNA purity and concentration were determined by Nanodrop 2000 (Thermo Scientific, MA, USA) or Qubit (Invitrogen, CA, USA) measurement. The quality of the RNA was evaluated on an Agilent 2100 Bioanalyzer (Agilent, CA, USA).

### DNA microarray fabrication

Probes for the orchid microarray were designed against transcriptome contigs of *Phalaenopsis aphrodite* from the Orchidstria database [32]. In principle, one probe was designed for one transcript contig except for those contigs longer than 500 base pairs in length, for which two probes were designed, one on the 5′ half and the other on the 3′ half. An additional 4 probes for each of the common orchid viruses, *Cymbidium* mosaic virus (CymMV) and Odontoglossum ringspot virus (ORSV), were added to the array design for viral detection. EST probes (39,431) and orchid virus detection probes (8) were identified by eArray (http://www.genomics.agilent.com/article.jsp?crumbAction=push&pageId=1456) software (Agilent, CA, USA). In summary, the first version of the orchid array applied in this study had a total of 67,038 probes. Each probe was made duplicated and Agilent spike-in control probes were included. All chips were manufactured by Agilent SurePrint technology (SurePrint G3 Gene Expression Microarrays, custom array, Agilent, CA, USA) The oligonucleotide probes were 60-mer in length and printed on regular 25 mm x 75 mm glass slides by in situ synthesis. The first version of the array was in a 4 x 180K format (Agilent design ID:030949), and the second version of the array was later developed that had 42,973 probes in an 8 x 60K format (Agilent design ID:033620.) 

An additional 3,534 new probes not present in the first version of array were designed from 3,517 ESTs annotated by tBlastX, 349 non-coding RNAs and 8 endogenous housekeeping genes (for 5′/3′ ratio). 

### Probe preparation and hybridization

RNA amplification was performed on all RNA samples before hybridization by MessageAmp™ II aRNA Amplification Kit (Ambion, TX, USA) starting with 1 µg total RNA according to manufacturer’s protocol. The whole procedure included first strand cDNA synthesis, second strand cDNA synthesis and in vitro transcription for cRNA synthesis. Finally, 1.65 µg of amplified aminoallyl labeled cRNA was coupled with Alex Fluor 555 dye (Cy 3), and then the dye-coupled aRNA was fragmented. All microarray hybridizations were followed by the Agilent Hybridization procedure at 65°C for 17 hours. All chips were scanned by an Agilent Microarray Scanner, with the scan settings at the manufacturer’s recommendation.

### Array data analysis

Tissues such as leaves, roots, flower buds, open flower and germinating seeds (Figure 1A) were repeated in triplicate in microarray experiments. Array experiments of the floral organs in Figure 1B were results of repeats from two collections of samples. All microarray data were preprocessed by Quantile normalization with a cutoff threshold of the raw signal at 20 in the GeneSpring GX11.5 package (Agilent Technologies, CA, USA). The normalized microarray data was submitted to the ‘Gene Expression Omnibus’ (GEO) database (http://www.ncbi.nlm.nih.gov/geo/, accession number GSE29910). 

**Figure 1:**
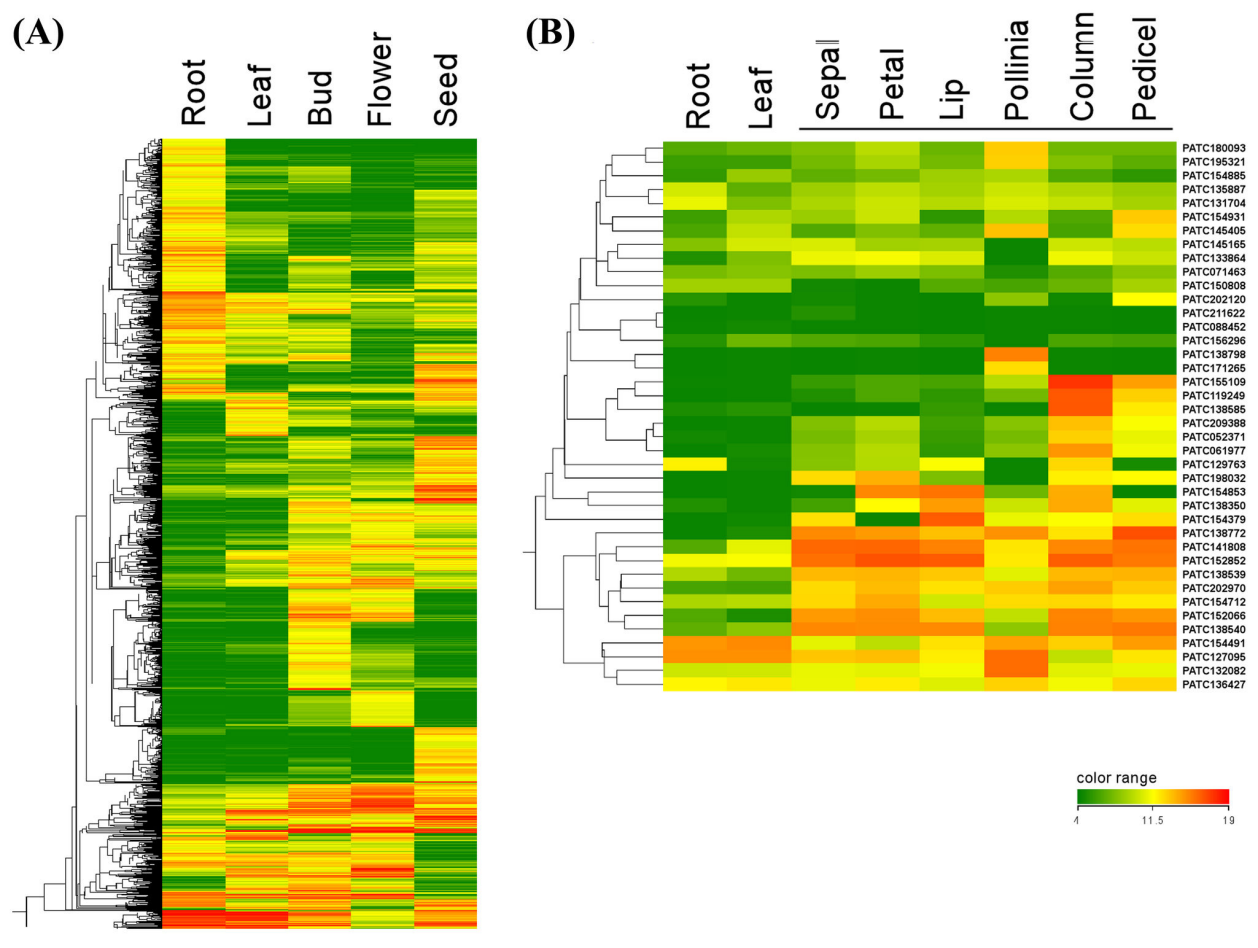
Gene clustering analyses of tissue-specific expression patterns in *Phalaenopsis* orchid. Genes that exhibited a greater than 4-fold change after microarray clustering analysis are shown. (A) Overall gene clustering of genes with greater than 4-fold change in expression was derived from a series of microarray analyses of a variety of *Phalaenopsis* tissues including root, leaf, flower bud, flower (full bloom) and germinating seed. (B) Gene clustering of *Phalaenopsis* orchid MADS box transcription factor encoding genes in various floral organ tissues. Only genes with levels of expression above the array detection in flower tissues are shown.

### Validation of gene expression level using quantitative PCR

All the RNA samples were treated with DNase treatment by TURBO DNA-free kit (Ambion, TX, USA) and quantified by RNA Bioanalyzer (Agilent, CA, USA). cDNA was synthesized from 1 µg of total RNA with M-MLV Reverse transcrptase kit (Invitrogen, CA, USA) and polyT primer. All primers used were designed by Primer Express version 3.0 (Applied Biosystems, CA, USA). A total of 20μl real-time PCR reaction contained primers, cDNA and 10 µl 2X SYBR Green PCR master mix (Applied Biosystems, CA, USA). Real-time PCR was performed in the ABI Prism 7300 Sequence Detection System (Applied Biosystems, CA, USA) with programs recommended by the manufacturer (2 min at 50 °C, 10 min at 95 °C and 40 cycles of 95 °C for 15 sec and 60 °C for 1 min). Each sample was performed with real-time PCR for three independent biological replicates. The comparative C_T_ method (cycle of threshold) was used to determine the relative level of gene expression, with the expression value of ubiquitin (PATC150470) or actin (PATC135993) (PATC stands for *Phalaenopsis aphrodite* transcriptomic contigs used in the Orchidstra database, and denotes transcript contigs assembled from next generation sequencing data [33]), used as internal controls. Relative expression level is determined by delta C_T_ of target gene normalized to the internal control. Genes for the validation are listed in Table S2 in File S1 and their primers were listed in Table S3 in File S1.

### PCA and SPM analysis

Principal component analysis (PCA) by conditions and Gene Tree were both performed in GeneSpring GX11.5. Principal Component Analysis (PCA) is a dimension reduction method that has been widely used in gene expression analysis[35]. We use PCA to construct linear combinations of gene expressions that can represent the effects of all genes. PCA by conditions was performed using GeneSpring GX11.5 on a set of genes that were selected with expression above 500 in raw data, a p-value cut-off of 0.05 (Benjamini-Hochberg multiple testing correction) and a Lip/Petal fold change cut-off of 4.0. Gene trees were drawn by centroid-linkage hierarchical clustering with Euclidean distance used as similarity measure. Tissue specificity of each differentially expressed genes was also evaluated via SPM analysis [36] of microarray data. The range of the SPM is from 0 to 1. Higher SPM values indicate higher tissue specificity. We considered SPM > 0.8 as tissue specific expressed genes in this study. MapMan analysis was performed by identification of *Arabidopsis* homologs in the *Phalaenopsis* transcriptome which were then inputted into GeneSpring software or MapMan annotation tools from the MapMan web site (http://mapman.gabipd.org) [37].

### Phylogenetic analysis

The gene sequences used in the phylogenetic tree were downloaded from The Orchidstra Database (http://orchidstra.abrc.sinica.edu.tw/) or the NCBI GenBank (Table S4 in File S1). Full-length protein sequences or sequences of more than 100 amino acids were used. They were aligned by Mega5 [38] using the neighbor-joining method [39]. The topology of the phylogenetic tree was evaluated by analyzing 1000 bootstrap replicates of the data [40] and the evolutionary distances were computed using the Poisson-correction method.

## Results and Discussion

### Tissue-specific gene expression in orchid flower

To examine genome-wide gene expression profiles of orchids, a customized microarray chip was designed and constructed based on sequence information in the Orchidstra database [32] (http://orchidstra.abrc.sinica.edu.tw). 

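The array carried 134092 spots apart from its control spots, for 67046 probes with 2 spots each. Of these probes, 67038 were made for 43662 contigs, with 2 probes for 23376 contigs and 1 probe for 20286. The other 8 probes were made for the orchid viruses CymMV and ORSV.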

Features and quality assessment of *Phalaenopsis* specialized microarray are described in Figure S1 in File S1.

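Scanner intensities of 54 arrays were deposited, together with a table of log2 values that the authors made from them. RNA had been amplified before labelling for 41 arrays, which covered 20 conditions with 2 arrays each, except that leaves of *P. aphrodite* had 3. The other 13 arrays were labelled without amplification and covered leaves, roots and flowers of *P. aphrodite* and of the hybrid V3. Each array held 1 sample labelled with Cy3. The intensities had been corrected for background and for trends across the slide within each array by the scanner software. In the analysis given here, intensities under 20 were set to 20, log2 values were taken and the 41 amplified arrays were quantile normalized together. The spots of a probe were averaged without those that the software had marked as outliers, and the brightest probe of a contig was used. A contig entered a test when its probe was well above background on every array of at least 1 of the conditions compared. Arrays of 1 condition that differed by no more than replicate spots of 1 array were counted as 1 replicate. This left 26 replicates on the amplified arrays, with 2 each for sepals, petals and lips and 1 each for pollinia, columns and pedicels. Leaves, roots and flowers of *P. aphrodite* and V3 flowers before and after pollination also counted as 1 each, and buds of *P. aphrodite* as 2. The methods of the paper state that the arrays of floral organs came from 2 collections of samples, and with every array counted as a replicate, 6089 contigs in place of 6037 were at least 4-fold higher in pollinia than in leaves and roots, 1987 in place of 1914 in columns and 1477 in place of 1407 in pedicels. A condition with 1 replicate was assumed to vary like the others, and the number of replicates limits the precision of every value. Tests were run with limma on all amplified arrays in 1 fit, with Benjamini-Hochberg adjustment. On the amplified arrays the 75th percentile of the intensities lay between 2335 and 8107, with a median of 5973, and between 71.2% and 80.7% of the spots were well above background.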

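Among roots, leaves, buds and flowers of *P. aphrodite*, 11556 of the 32699 contigs tested (35.3%) differed by over 4-fold between the highest and the lowest tissue at an adjusted p under 0.05 in the moderated F-test of limma. Expression was highest in leaves for 3218 of these contigs, in roots for 2866, in flowers for 2768 and in buds for 2704. Among these contigs, PATC152172 in buds was at least 13288-fold above the tissue with its lowest signal. For such bounds, a tissue with no array well above background was given the lowest log2 intensity that counted as well above background on the same array. With each of 9 arrays left out in turn, the count lay between 11528 and 11654, and it changed most, to 8728, when contigs with a raw signal under 500 were left out. The arrays of leaves, of roots and of flowers differed by no more than replicate spots, so the range over arrays left out says little about differences between samples. Amplified leaves and roots were scanned in batches without amplified buds or flowers of *P. aphrodite*, and no fit with scan batch as a term could separate the batch from these tissues. Leaves and flowers labelled without amplification shared a scan batch, and there 2902 of the 3031 contigs over 4-fold between amplified flowers and leaves had the same direction. Germinating seeds are not analysed here.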

An overview of microarray performance with gene clustering analysis of tissues including leaves, roots, flower buds at various stages, flower (open blossom), and germinating seeds of the *Phalaenopsis* orchid is shown in Figure 1A. Orchid flowers can be divided into six floral organs: sepal, petal, lip, pollinia, column and pedicel (comprising carpel and ovary). After performing microarrays of each floral part, fold-change analysis in GeneSpring v11.5 was used to identify floral organ-specific genes (Table S1 in File S1). 

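The 6 floral organs of V3 were measured on 2 amplified arrays each, while leaves and roots were those of *P. aphrodite*, so each comparison of an organ with vegetative tissues was also one between V3 and *P. aphrodite*. The 75th percentile of the intensities was lowest on the pollinia arrays, at 2335 and 2459, and lay between 3408 and 5847 on the arrays of the other organs. The 2 arrays of each organ had been scanned in different batches, and between 10 and 46 contigs differed by over 4-fold between them. Leaves and roots were scanned in batches without floral organs, and no fit with scan batch as a term could separate it from the vegetative tissues.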

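Compared with both leaves and roots, 1401 contigs were at least 4-fold higher in sepals at an adjusted p under 0.05 in limma, 1551 in petals, 1448 in lips, 6037 in pollinia, 1914 in columns and 1407 in pedicels. In total 8101 contigs passed in at least 1 organ, of which 5664 passed in exactly 1 organ and 276 in all 6 organs. The share that passed in that organ alone was 76.8% for pollinia and between 7.49% and 21.0% for the other organs. In data simulated without differences between tissues, no contig passed in any organ. Those data held only random spread, and passing needed at least 4-fold over both leaves and roots, so this outcome was foreseeable. They held no shift by scan batch or genotype, so neither was tested as a source of the counts. With normexp background correction on the median spot signals the counts fell to 924 in sepals, 1218 in columns and 929 in pedicels. Where contigs with a raw signal under 500 were left out, 972 remained past the threshold in petals and 1035 in columns. Compared with the mean of leaves and roots, PATC154132 was at least 12880-fold higher in pollinia. PATC138068 reached 18.49 on the log2 scale in lips, compared with 4.68 in leaves and roots, where 2 of 5 arrays were well above background.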

Floral organ-specific genes were defined as those with normalized expression intensities at least 4-fold higher than those in the vegetative tissues. 

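For the SPM, the mean intensity of a contig in a tissue was divided by the square root of the sum of its squared mean intensities over roots, leaves and the 6 floral organs. This measure has no test, and replicates enter it only through the means.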

Alternatively, organ-specific genes were identified by the Specificity Measure (SPM) statistical method [36] after array data were normalized. SPM values range from 0 to 1, with a value close to 1 indicating high specificity as shown in Table S1 in File S1. 

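An SPM above 0.8 was found for 87 contigs in sepals, 154 in petals, 198 in lips, 5945 in pollinia, 378 in columns and 385 in pedicels. Of these, 59 contigs in sepals, 117 in petals, 155 in lips, 4877 in pollinia, 318 in columns and 249 in pedicels also passed the comparison with leaves and roots by fold change. The choice of tissues moved these counts most. Over all 20 amplified conditions, which include whole buds and flowers, 1 contig remained in sepals, 29 in petals, 38 in lips, 3523 in pollinia, 95 in columns and 14 in pedicels. The count in petals was 336 without the petal array of scan batch 2, and that in sepals was 150 or 158 without either sepal array. The highest SPM was 0.942 in sepals, for PATC203285, and 0.983 in petals, while it reached 1.00 in lips, pollinia, columns and pedicels.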

Genes with organ-specific expression patterns were further validated by quantitative PCR (Figure S2 and Table S2 in File S1). 

### Flower-specific transcription factors in *P*. *aphrodite*

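Of the 21 named MADS box contigs with a probe on the array, 14 had an SPM above 0.8 in a floral organ and 20 were at least 4-fold higher in 1 or more organs than in leaves and roots. Both named *bHLH* contigs, both named *MYB* contigs and 1 of 2 named *AP2* contigs passed the same comparison by fold change. Among them, *PaAP2-7*, *PabHLH-3* and *PaMYB-2* had SPM values between 0.998 and 1.00 in pollinia. *PaAP2-5* passed in no organ, since it reached 13.87 on the log2 scale in leaves of *P. aphrodite*, compared with 15.14 ± 0.30 (SD, n = 2) in petals.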

In our array data, members of transcription factor gene families, including MADS box, *bHLH*, *MYB* and *AP2* were found to exhibit organ-specific patterns. *KNOTTED1*-like homeobox (*KNOX*) family genes in other plant species have been reported to be flower-specific especially in the ovary [41] or flower and inflorescence [42]. Similarly, two *Phalaenopsis KNOX* genes, PATC145786 and PATC127065 (PATC stands for *Phalaenopsis aphrodite* transcriptomic contigs used in the Orchidstra database, and denotes transcript contigs assembled from next generation sequencing data [33]), were also identified to be flower- and/or inflorescence-specific by our orchid array analysis. 

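PATC145786 reached 10.08 on the log2 scale in flowers, 12.90 ± 0.11 (SD, n = 2) in inflorescences and 13.56 ± 0.02 (n = 2) in young inflorescences of *P. aphrodite*. It was 5.92 in leaves, and only 1 of 2 root arrays was well above background. Its mean over flowers and inflorescences exceeded that over leaves and roots by 6.99 (standard error 0.07, adjusted p = 4.40e-10 from limma). For PATC127065 no leaf or root array was well above background, and its mean over flowers and inflorescences was at least 145-fold higher (adjusted p = 1.53e-07). Both contigs were also high in stalks, at 13.59 and 13.10. Among the floral organs of V3 both had their highest SPM in pedicels, 1.00 for PATC145786 and 0.999 for PATC127065.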

Twenty-three of the 40 MADS box genes of *P. aphrodite* annotated in the Orchidstra database were differentially expressed in various flower organs (Figure 1B). In contrast, the expression levels of these MADS box genes were relatively low, sometimes undetectable, in vegetative tissues such as leaves or roots. 

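All 21 named MADS box contigs with a probe differed by over 4-fold across the 6 floral organs, both with adjustment over the 34171 contigs tested and adjusted over the list alone. The study chose this list on the same samples, so the second count is not independent evidence. The highest organ was the column for 6 contigs, the pedicel for 5, the petal, lip and pollinia for 3 each and the sepal for 1. The difference between the highest and the lowest organ was 14.0-fold for *PaSEP-2*, at least 3549-fold for *PaAG-2* and at least 3557-fold for *PaAGL6-1*, bounds that do not order these contigs. In 6 of the 21 contigs the lowest organ had no array well above background. All 21 also passed under each of the other normalizations and filters. Of the 40 contigs that Figure 1B shows, 38 could be tested and 35 differed across the organs by over 4-fold.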

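Averaged over the 6 organs, 20 of the 21 contigs were higher than in leaves and roots of *P. aphrodite* at an adjusted p under 0.05, and the same 20 passed adjusted over the list alone. The remaining contig, *PaSOC1-3*, was lower in the organs by a log2 difference of -2.80 (standard error 0.07, adjusted p = 2.34e-08). The count of 20 needed only a difference above 0, which was as low as 1.70-fold for *PaAP1-1* and 2.25-fold for *PaAP1-2*. For *PaAP1-1* leaves, at 9.78 on the log2 scale, lay above sepals, petals, lips and columns. In leaves 10 of the 21 contigs were not well above background on any array, in roots 7, and in both tissues 6, while 8 contigs were well above background on every leaf and root array. Of the latter, *PaPI-1* reached 11.72 in leaves and 11.45 in roots. On unamplified arrays, which hold flowers, leaves and roots of V3, 18 of 20 contigs tested were higher in flowers than in leaves and roots. The others were lower in flowers, with log2 differences of -1.69 for *PaSOC1-3* and -1.13 for PATC132082. On amplified arrays PATC132082 had been higher in the organs, by 1.47. None of these 20 passed an adjusted p of 0.05 in limma, where 1 residual degree of freedom was left, while 17 of those higher in flowers passed adjusted over the list alone and 17 without adjustment.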

Five MADS-box genes appear in the top 20 flower organ specific gene list with high SPM value (Table S1 in File S1). 

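When the contigs were ranked by SPM in each organ, 2 of the named MADS box contigs stood among the first 20 of an organ, *PaAGL6-1* at rank 19 in the lip and *PaAG-2* at rank 10 in the column. *PaAG-4* followed at rank 21 in the pedicel, PATC119249 at rank 22 and *PaAG-3* at rank 32 in the column. The number among the first 20 was 4 with normexp background correction on the median spot signals and 1 when the SPM was taken over the 6 floral organs alone. In pollinia the 20 contigs all had an SPM of 1.00.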

The expression patterns of these MADS box genes were diverse such as flower specific (*PaAGL6-2*), lip specific (*PaAGL6-1*), column specific (*PaAG-2*, *PaAG-3*) and pedicel specific (*PaAG-4*).

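*PaAGL6-2* was well above background in every floral organ, and its highest SPM was 0.907 in the pedicel. The SPM of *PaAGL6-1* in the lip was 0.995, that of *PaAG-2* and *PaAG-3* in the column 0.999 and 0.994, and that of *PaAG-4* in the pedicel 0.991. By fold change over leaves and roots, *PaAGL6-2* passed in all 6 organs, *PaAGL6-1* in 5, *PaAG-3* in 5 and *PaAG-2* and *PaAG-4* in 2 each. Set against the mean log2 level of the other 5 organs, the column was at least 1112-fold higher for *PaAG-2* and 437-fold higher for *PaAG-3*. The adjusted p values were 1.46e-08 and 1.27e-08 from limma. Over the pedicel, the next organ, the column was higher by only 4.41 and 3.24 on the log2 scale.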

### Phylogenetic analysis of orchid MADS box genes

Since more than half of MADS box genes from *P. aphrodite* showed great specificity in floral organs, a phylogenetic analysis of orchid MADS box transcription factors was conducted. To date, 107 MADS box genes have been identified in *Arabidopsis*. These genes can be divided into 5 groups, MIKC, *Mα*, *Mβ*, *Mγ* and *Mδ* [43,44]. We retrieved 30 *Arabidopsis* and 28 rice representative MADS-box genes from GenBank to construct the mainframe of a phylogenetic tree. Twenty-eight MADS box genes in *P. aphrodite* (from the Orchidstra database) with sequences longer than 100 deduced amino acids, including those with flower-specific expression patterns (Figure 1B), were included in the phylogenetic analysis. Thirty-five MADS box genes in other orchid species, such as *Cymbidium*, *Dendrobium*, *Oncidium* and other *Phalaenopsis* species were retrieved from NCBI GenBank or the Orchidstra database. A brief version of the phylogenetic tree constructed is shown in Figure 2A. (For the detailed phylogenetic tree, see Figure S3A and the gene list in Table S4 in File S1). Genes from the *Mα* and *Mβ* groups have not been previously identified in orchids, probably because these genes have low expression levels under normal growth conditions. Compared to *Arabidopsis*, some of the MADS box genes in *Phalaenopsis* orchid have more copies, such as three *SEP* genes, three *SOC* genes, four *Mγ* genes, four *AP3* genes and four *AG* genes. Other sub-groups of MADS box genes comprising only one or two genes were also identified in the *Phalaenopsis* transcriptome (Figure 2A and Figure S3A in File S1).

**Figure 2:**
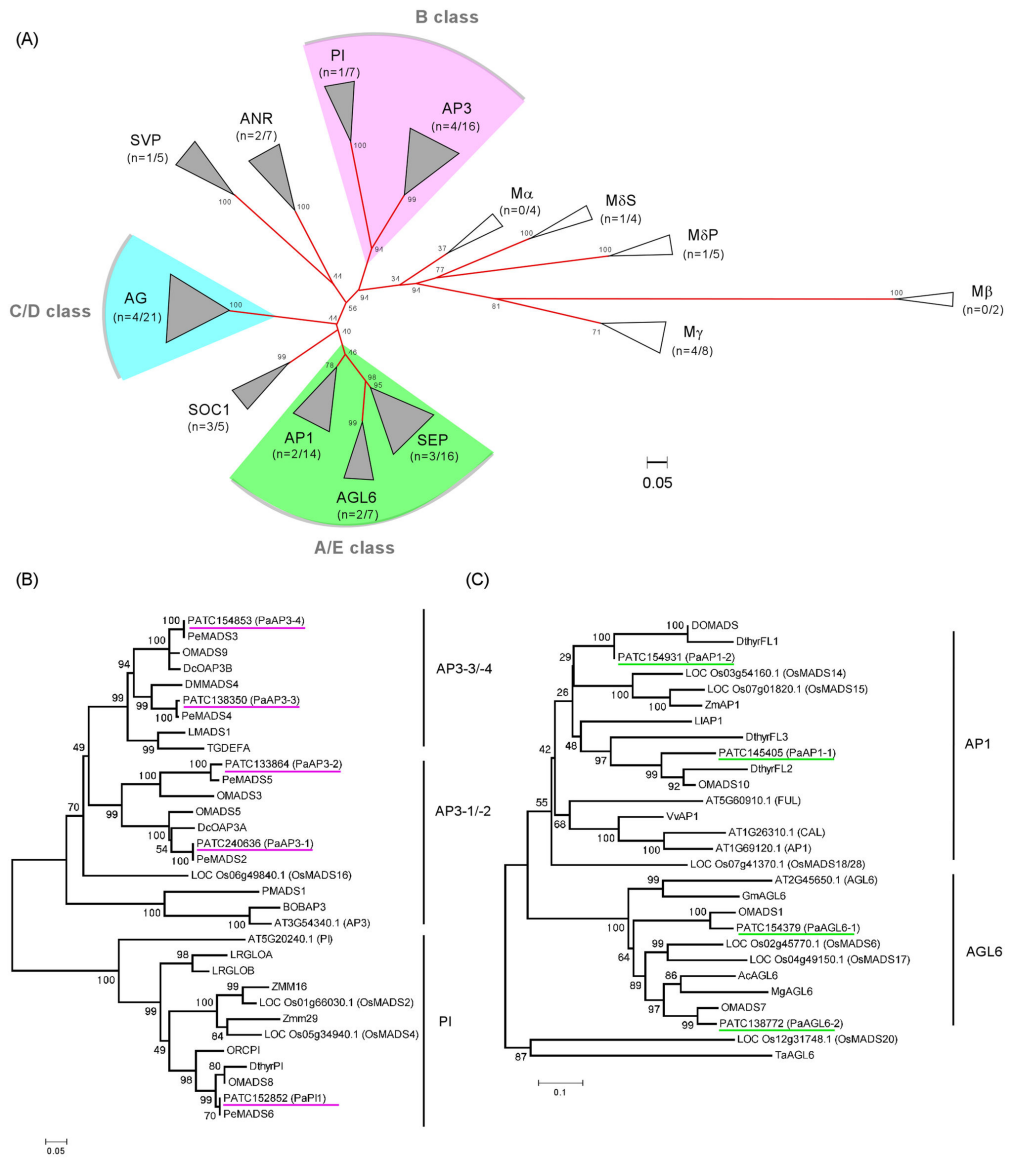
Phylogenetic analysis of the MADS box gene family. (A) A simplified view of groupings. MIKC-type MADS box genes including *APETALA3* (AP3), *PISTILLATA* (PI), *ANTHOCYANIDIN* *REDUCTASE* (ANR), SHORT VEGETATIVE PHASE (SVP), AGAMOUS (AG), *SUPPRESOR* *OF* *OVEREXPRESSION* *OF* *CONSTANS1* (SOC1), *APETALA1* (AP1), *AGAMOUS-LIKE6* (AGL6) and *SEPALLATA* (SEP) are indicated by unfilled triangles. M-type MADS box genes including *Mα*, *Mβ*, *M*γ and *M*δ(S type and P type) are indicated by unfilled triangles. The A/E class of MADS box gene comprises *AP1*, *AGL6* and *SEP* genes; the C/D class comprises of *AG* genes and the B class comprises of *PI* and *AP3* genes. The numbers in the parenthesis indicate the number of MADS box genes identified in *P*. *aphrodite* versus the total number of genes. Altogether, 121 MADS box genes were used in this phylogenetic analysis: 30 from *Arabidopsis*, 28 from rice, and 63 from orchid species (among which, 28 were identified in *P*. *aphrodite*). (B) Detailed phylogenetic analysis of class B genes, *AP3* and *PI*. (C) Detailed phylogenetic analysis of class A genes *AP1* and *AGL6*. Accession number and gene information are listed in Table S4 in File S1.

Our microarray analyses identified 23 flower-specific MADS box genes in *P. aphrodite* (Figure 1B). 

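At least 4-fold higher expression in 1 or more organs than in both leaves and roots was found for 27 of the 40 contigs that Figure 1B shows. Averaged over the organs, 31 of the 38 contigs tested were higher than in leaves and roots and 5 were lower, at an adjusted p under 0.05 in limma.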

Inspection of the phylogenetic trees in Figure 2 showed that 16 of these 23 MADS box genes were grouped together with different functional classes of floral identity genes in *Arabidopsis*. We therefore renamed these 16 genes based on their functional classes. Table 1 illustrates the functional grouping of these genes and their corresponding contig numbers in the Orchidstra database. 

**Table 1:** ABCDE Functional Classes of MADS-Box Genes in *Phalaenopsis aphrodite*.

**Class**	**Clade**	**Name**	**Orchidstra Accession Number**
**B**	AP3	PaAP3-1	PATC240636
	AP3	PaAP3-2	PATC133864
	AP3	PaAP3-3	PATC138350
	AP3	PaAP3-4	PATC154853
	PI	PaPI-1	PATC152852
**A**	AP1	PaAP1-1	PATC145405
	AP1	PaAP1-2	PATC154931
	AGL6	PaAGL6-1	PATC154379
	AGL6	PaAGL6-2	PATC138772
**C/D**	AG	PaAG-1	PATC052371
	AG	PaAG-2	PATC138585
	AG	PaAG-3	PATC155109
	STK	PaAG-4	PATC202120
**E**	SEP	PaSEP-1	PATC138540
	SEP	PaSEP-2	PATC141808
	SEP	PaSEP-3	PATC152066

### Subcellular localization MADS box factors

The subcellular localization of several *Phalaenopsis* MADS box genes was examined by particle bombardment of green fluorescence protein fusion constructs into the orchid petal. Images from confocal microscopy of 20 *Phalaenopsis* MADS box proteins are shown in Figure S4 in File S1. Eighteen of the MADS box proteins exhibited nuclear localization patterns. Among these, *PaSEP-1* and *PaAGL6-2*, exhibited nucleolar localization, suggesting that their functions may be associated with ribosome biogenesis [45]. *PaAP3-1* and *PaPI-1* exhibited a nuclear speckle pattern, suggesting roles in transcription and splicing activities [46]. *PaAP3-4* and *PaSVP-1* exhibited both nucleic and cytoplasmic localization with *GFP*-fusion protein, indicating that these two factors may also have cytoplasmic regulatory functions in addition to being nucleic factors.

### Differential expression of MADS box genes

The morphological variation in the arrangement of floral organs in orchid flowers is unique among the angiosperms (Figure 3A). The zygomorphic (bilateral symmetric) arrangement of orchid floral organs together with the lack of stamen whorl (pollinia structure attached to a column), lip formation, and petalized sepals make orchid blossom unique among flowering plants.In *Phalaenopsis* orchid, five class B MADS box genes (four *AP3* and one *PI*) exhibited three expression patterns. 

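*PaAP3-1* has no probe on the array and is not analysed here. *PaAP3-3* reached 14.21 ± 0.07 (SD, n = 2) on the log2 scale in the lip and 13.82 in the column. It was 11.41 ± 0.01 (n = 2) in the petal, 10.58 in the pedicel, 9.98 in the pollinia and 6.41 ± 0.24 (n = 2) in the sepal. Its mean over lip and column exceeded that over the other 4 organs by 4.42 (standard error 0.11, adjusted p = 3.33e-08 from limma). *PaAP3-4* reached 15.40 ± 0.03 (n = 2) in the lip, 14.81 ± 0.11 (n = 2) in the petal and 13.72 in the column, and no pedicel array was well above background. The mean over its lip and column was at least 104-fold above that over the other organs (adjusted p = 8.14e-09), although the column minus the petal gave -1.08.

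**Figure D1:**
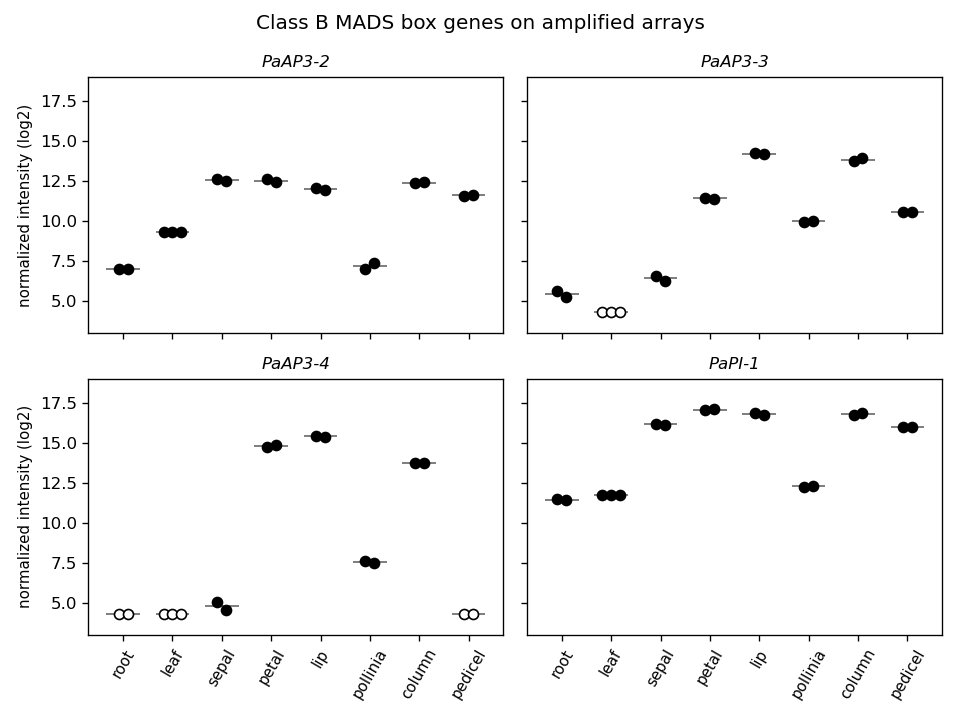
Normalized intensity (log2) of 4 class B genes on each amplified array, for roots and leaves of P. aphrodite and the floral organs of V3. Filled points are arrays on which the probe was well above background, open points are the others, and grey lines are means; PaAP3-4 sits at 14.81 in petals and at 4.79 in sepals.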

The first pattern, represented by *PaAP3-1* was predominant expression in sepals and petals, whorls 1 and 2 (Figure 4A). The second pattern, represented by *PaAP3-4* and *PaAP3-3*, was high levels of expression in the lip and column (Figure 4B). The third pattern, represented by *PaPI-1* (Figure 4A) and *PaAP3-2* (Figure 1B), was high levels of expression in all flower organs except the pollinia. 

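*PaPI-1* was 12.27 in pollinia and between 15.99 and 17.08 in the other organs, a difference of means of 4.29 (standard error 0.07, adjusted p = 5.47e-10 from limma). *PaAP3-2* was 7.19 in pollinia and between 11.61 and 12.57 elsewhere, a difference of 5.03 (standard error 0.13, adjusted p = 1.09e-08). The second probe of each contig gave 3.97 for *PaPI-1* and 6.35 for *PaAP3-2*.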

The expression patterns of *PaAP3* and *PaPI-1* genes are similar to those observed previously with *PeMADS* (2–5) in *Phalaenopsis equestris* and *OMADS* (5, 3, 9 and 8) in *Oncidium* orchid [27,28]. 

**Figure 3:**
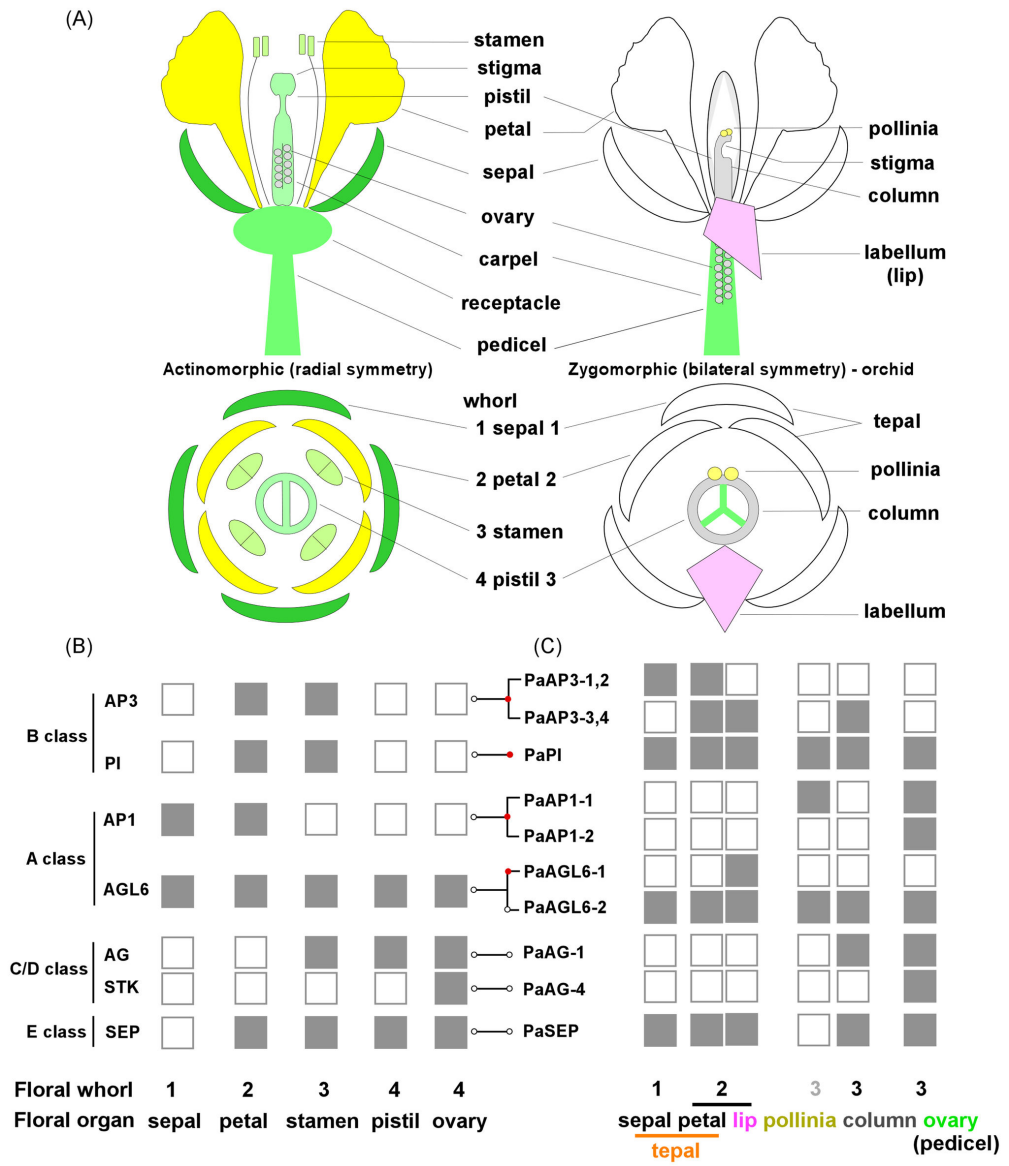
Comparative models of flower development in actnomorphic and zygomorphic angiosperms including morphological variation and distribution of transcription factors. (A) Arrangement of floral organs in radial symmetry as seen in most angiosperms and the bilateral symmetrical arrangement seen in orchid. Top views of both types of flowers show the arrangement of whorls of organs. The orchid flower lacks the stamen whorl and pollinia are attached to the apex of the column. (B) Flowering model showing classes of functional transcription factors discovered from studies of *Arabidopsis* [43,58,59]. (C) Flowering model showing transcription factors identified to be floral organ-specific in *P*. *aphrodite*. Solid boxes indicate the presence of gene expression and empty boxes indicate the absence of gene expression. The connecting line between panel C and panel B indicates phylogenetically related genes. Red dots indicate diversification of spatial distribution and open dots indicate conserved distribution.

**Figure 4:**
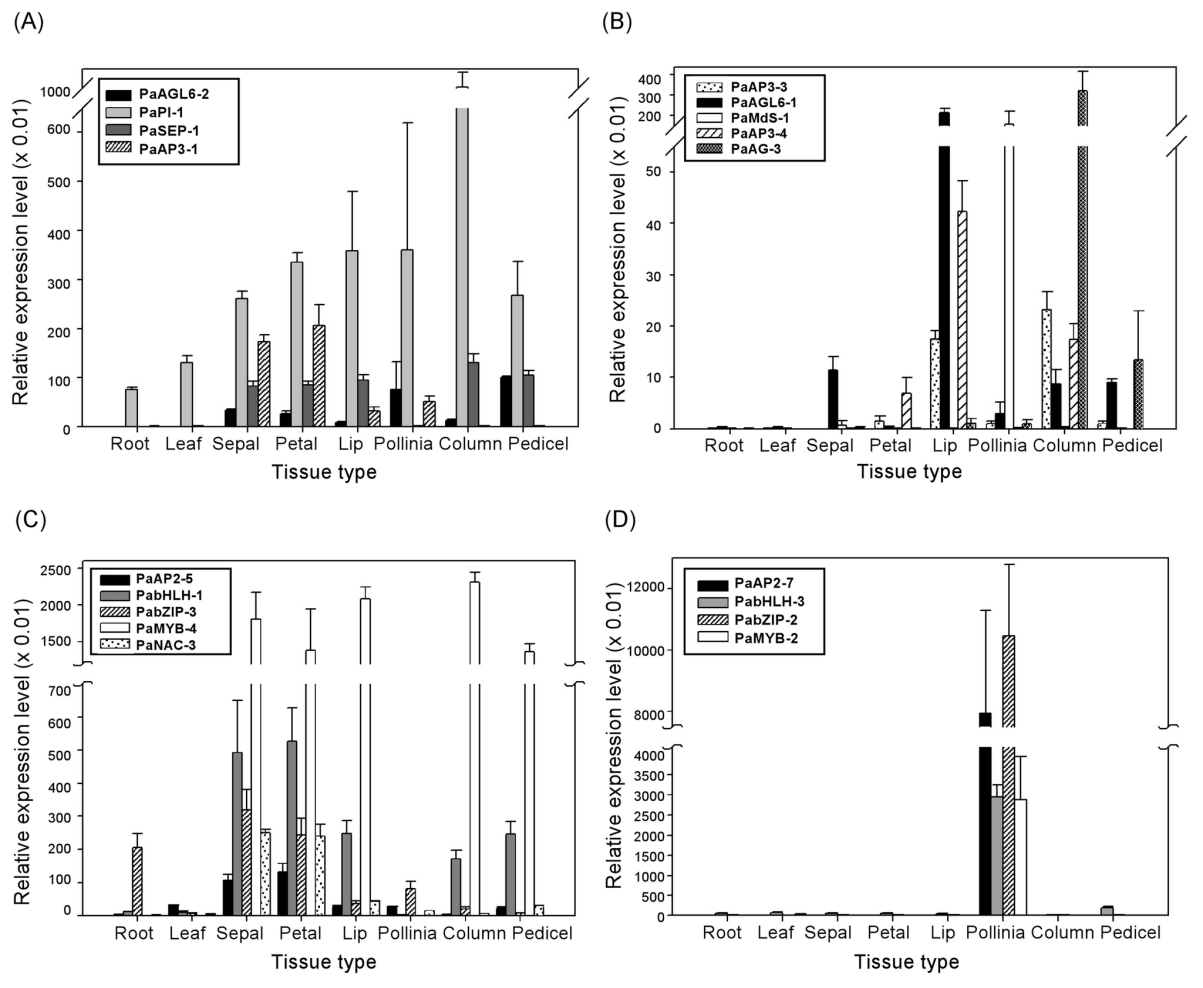
Quantitative PCR validation of orchid transcription factors with floral organ-specific expression patterns. (A) Relative expression levels of MADS box genes expressed across floral organs. (B) Relative expression levels of MADS box genes with floral organ-specific expression patterns. (C) Relative expression levels of *AP2*, *bHLH*, *bZIP* and *NAC* that are generally expressed across floral organs. (D) Relative expression levels of transcription factor genes with pollinia-specific expression patterns. Primers used in the PCR reactions are listed in Table S3 in File S1.

The expression patterns of four class A genes, *PaAGL6-1*, *PaAGL6-2*, *PaAP1-1* and *PaAP1-2*, were validated by RT-PCR and are summarized in Figure 3C *. PaAGL6-2* was expressed throughout all floral organs, which is similar to the expression pattern of *AtAGL6* in *Arabidopsis* [47]. In contrast, *PaAGL6-*1 was expressed specifically in the lip (Figure 3C). These results suggest that *PaAGL6-2* might have a similar role to *AtAGL6* and that *PaAGL6-1* might gain other function to contribute the formation of lip in orchids. 

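On the amplified arrays, *PaAGL6-2* lay between 12.08 in the column and 16.47 in the pedicel, with 14.74 ± 0.07 (SD, n = 2) in the sepal and 14.28 ± 0.01 (n = 2) in the petal. All 12 floral organ arrays were well above background, while no root array was. Its mean over the 6 organs was at least 638-fold above that over leaves and roots (adjusted p = 5.23e-11 from limma).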

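*PaAGL6-1* reached 16.12 ± 0.03 (SD, n = 2) on the log2 scale in the lip, and neither petal array was well above background. Signal well above background was also found on both arrays of the other 4 organs, at 12.27 in the pedicel, 12.21 ± 0.03 (n = 2) in the sepal, 11.25 in the column and 10.79 in the pollinia. The lip exceeded the pedicel, the next organ, by 3.85, and it was at least 61.9-fold above the mean of the other 5 organs (adjusted p = 2.06e-09 from limma). From its expression in the lip, the paper proposes that *PaAGL6-1* may have gained another function in lip formation.

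**Figure D2:**
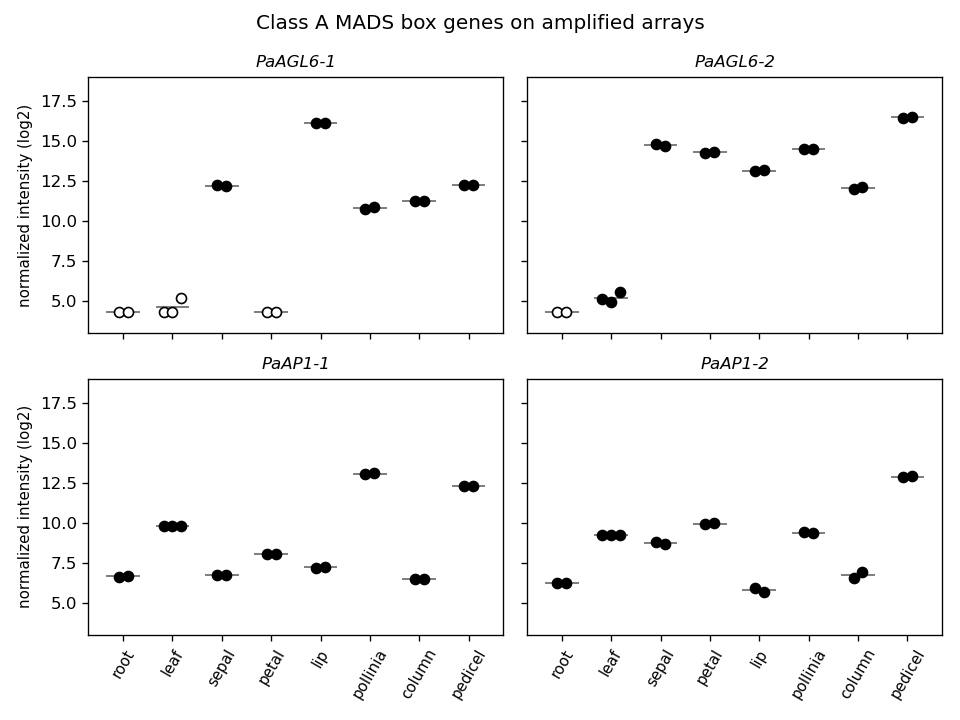
Normalized intensity (log2) of 4 class A genes on each amplified array, for roots and leaves of P. aphrodite and the floral organs of V3. Filled points are arrays on which the probe was well above background, open points are the others, and grey lines are means; PaAGL6-1 sits at 16.12 in lips and at 12.21 in sepals.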

In grasses (Poaceae), *AGL6* was found to be expressed in various floral organs such as ovules and lodicules as well as floral meristems and is thought to be pleiotropic having acquired multiple functions over its evolution [48]. Ectopically expressing *AGL6* homolog of *Oncidium* orchid (*OMADS1*) resulted in an early flowering phenotype as well as morphological changes in sepal and petal of *Arabidopsis* [49]. 

*PaAP1-1* was expressed mainly in the inner whorls of the pollinia and pedicel (Figure 3C), indicating that its function may deviate from the function of the class A genes that are required for maintaining the homeostasis of whorl 1 and 2 (sepal and petal). 

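With its brighter probe, *PaAP1-1* reached 13.07 in the pollinia and 12.32 in the pedicel, compared with 8.05 ± 0.03 (SD, n = 2) in the petal, 7.21 ± 0.03 (n = 2) in the lip, 6.74 ± 0.03 (n = 2) in the sepal and 6.50 in the column. The mean over pollinia and pedicel exceeded that over the other 4 organs by 5.57 (standard error 0.05, adjusted p = 1.95e-10 from limma). The second probe of the same contig gave the opposite direction, -1.98 (standard error 0.23, adjusted p = 8.68e-05). From the expression in these inner whorls, the paper proposes that the function of *PaAP1-1* may deviate from that of the class A genes.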

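*PaAP1-2* was highest in the pedicel, at 12.87 on the log2 scale, followed by the petal at 9.94 ± 0.06 (SD, n = 2) and the pollinia at 9.38. The pedicel exceeded the mean of the other 5 organs by 4.75 (standard error 0.16, adjusted p = 3.08e-07 from limma), and the second probe gave 5.86. Leaves of *P. aphrodite* reached 9.24.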

*PaAP1-2* was also specifically expressed in the pedicel. A similar result was observed in *Oncidium AP1* homolog, *OMADS10* [26]. Taken together, these results suggest that orchid *AP1* might be involved in promoting the development of the pollinia and gynoecium rather than being involved in perianth formation. 

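The contigs named *PaSEP-1*, *PaSEP-2* and *PaSEP-3* were each lowest in the pollinia among the floral organs, at 8.46, 12.05 and 9.73 on the log2 scale. The mean of the other 5 organs exceeded the pollinia by 6.40 for *PaSEP-1*, 3.32 for *PaSEP-2* and 4.57 for *PaSEP-3*, with standard errors of 0.12, 0.06 and 0.15 and adjusted p values between 1.28e-09 and 3.23e-08 from limma. In the sepal they reached 14.79 ± 0.01, 15.78 ± 0.03 and 14.27 ± 0.08 (SD, n = 2). Pollinia of all 3 contigs were well above background on both arrays.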

The E class genes, *PaSEP1-1*, *PaSEP1-2* and *PaSEP1-3*, were highly expressed in all floral organs except the pollina (Figure 3C). These patterns were similar to the E class genes in *Arabidopsis*, except that the *AtSEP* genes were not expressed in the sepal. Similar to *Arabidopsis*, *Phalaenopsis* orchid has multiple copies of *PaSEP* genes with similar expression patterns and functional redundancy (Figure S3A in File S1) [50]. In a previous study of *P. equestris*, *PeMADS1* and *PeMADS7* were identified to be members of the class C/D functional group [29]. In *P. aphrodite*, several MADS box genes, designated as *PaAG* (*AGAMOUS*) were found to have expression patterns similar to those of C and D class MADS box genes. Among *PaAG* genes, *PaAG-1*, *PaAG-2* and *PaAG-3* were full length. These three genes together with PATC119249 and PATC209388 were annotated to encode AG-like proteins, but the amino acid sequences of PATC119249 and PATC209388 were too short for a clear phylogenetic classification. All five genes were highly expressed in the column and pedicel (see the expression patterns in Figure 1B and validation of *PaAG-3* in Figure 4B). 

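The mean over column and pedicel was higher than that over the other 4 organs for all 5 contigs. The log2 difference was 4.04 for *PaAG-1*, 8.54 for *PaAG-3*, 8.08 for PATC119249 and 4.16 for PATC209388, and *PaAG-2* was at least 648-fold higher. The standard errors of these 4 differences ran from 0.08 to 0.16 and the adjusted p values of all 5 contigs from 2.38e-09 to 4.43e-08 in limma. In each contig the column was above the pedicel, and the pedicel lay above every other organ. All but *PaAG-2* were nevertheless well above background on all 12 arrays of the 6 organs, and petals reached 9.07 for *PaAG-1* and 9.42 for PATC209388.

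**Figure D3:**
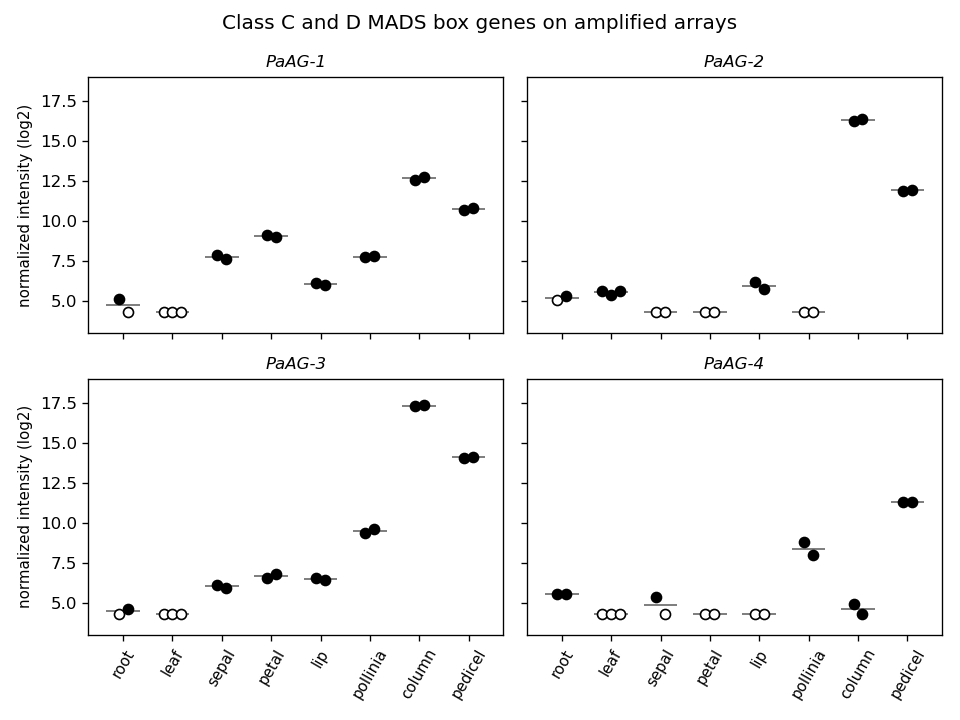
Normalized intensity (log2) of 4 class C and D genes on each amplified array, for roots and leaves of P. aphrodite and the floral organs of V3. Filled points are arrays on which the probe was well above background, open points are the others, and grey lines are means; PaAG-3 sits at 17.32 in columns and at 14.09 in pedicels.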

*PaAG-1*, *PaAG-2* and *PaAG-3* were all demonstrated to be nucleic factors (Figure S4 in File S1). Expression profiling of the *PaAG* genes in orchid indicated that the functions of class C MADS box genes are duplicated and evolutionarily conserved. *PaAG-4* encodes an AG protein from class D, with specific expression in the pedicel (carpel and ovary) (Figures 1B and 3C).

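*PaAG-4* reached 11.30 on the log2 scale in the pedicel and 8.38 in the pollinia. No petal or lip array was well above background, and 1 of 2 sepal arrays was. The pedicel was at least 64.1-fold above the mean of the other 5 organs (adjusted p = 2.24e-06 from limma). From the profiles of the *PaAG* genes, the paper reasons that the functions of class C genes are duplicated and conserved.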

### A modified ABCDE model of floral organ identity in orchids

The data presented here show that the gene expression profiles of C and D class MADS box genes in orchids are similar to those in *Arabidopsis* (Figure 3B and 3C), suggesting functional conservation of C and D class genes between these two species. In addition, the expression patterns of the E class *SEP* genes were similar in *P. aphrodite* and *Arabidopsis* except that expression of *PaSEP* was extended into the sepal where *AtSEP* was not expressed. In contrast, the expression patterns of orchid class A and B genes are more diversified than the conventional pattern. *PaAGL6-2* and *PaAp3-3* had expression patterns similar to their *Arabidopsis* homologs [12,47], but *PaAGL6-1*, *PaAP1-1*, *PaAP3-1* and *PaSep* had distinct expression. *PaAGL6-1* was only expressed in the lip and *PaAP1-1* was no longer expressed in the outer whorls. *PaAGL6-1* is homologous to *Oncidium OMADS1* [49] and may be specialized from monocot *AGL* genes for a unique role in lip formation (Figure 2C). The class B genes, *PaAP3-1* and *PaPI-1*, extend their expression into the sepal. 

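*PaPI-1* was 16.16 ± 0.04 (SD, n = 2) on the log2 scale in the sepal, and it was well above background on all 12 floral organ arrays.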

Inspection of the phylogenetic tree (Figure 2) suggested that *PaAP3* may be derived from ancestral gene duplication to generate two sub-clades of *AP3* homologs [24,27,51], while *PaPI* seemed to continue the lineage but clustered to form an orchid-specific group (Figure 2B). In addition, *AP1* in the monocots behaved very similarly to *PaAP3* in the phylogenetic tree in which both evolved into two sub-clades while deviating from the dicot *AP1* clade (Figure 2C). This kind of evolutionary radiation may be responsible for the gain of novel functions for *PaAP3* and *PaAP1* genes in orchids. Taken together, the unique expression patterns and phylogenetic groupings strongly suggest that some of the orchid MADS box genes have evolved and become specialized into regulating different whorls, which were different from their counterparts in *Arabidopsis* and other model organisms whose study contributed to the formulation of the ABCDE model. We conclude that *PaAP3* and *PaSEP* genes extended their expression into the sepal resulting in its petal-like morphology in orchids. *PaAGL6-1* was specialized from the *AGL6* genes and plays a different role, promoting one of the petals to become the lip. *PaAP1* genes have evolved into two clades and gained novel functions by expressing in the inner whorls. 

In addition to *AGL6* and *AP1*, *AP2* is an essential class A functional gene in *Arabidopsis*. *AP2/ERF* is a large gene family of transcription factors, with 138 members in *Arabidopsis* [52]. There are 78 *Phalaenopsis AP2* genes identified in the transcriptome database, 38 of them with deduced amino acid sequences long enough for phylogenetic analysis (Figure S3B in File S1). Among the flower-specific *AP2* genes of *Phalaenopsis* orchid, *PaAP2-5* was expressed in the outer two whorls (sepal and petal) (Figure 4C). *PaAP2-7* was expressed with Pollinia-specific pattern (Figure 4D). *PaAP2-11* was expressed at a low level among all floral organs, similar to that of *Arabidopsis AP2* (AT4G36920) [11]. In petunia, three *AP2* homologs (*PhAp2*) were identified and *PhAp2A* was demonstrated to be the *Arabidopsis AP2* ortholog with similar expression pattern and was able to complement *Arabidopsis ap2-1* mutant. *PhAp2B* and *PhAp2C* exhibited less sequence homology and divergent expression patterns [53]. The diverse expression pattern of multiple orchid *AP2* genes suggests that they might have evolved and obtained different functional roles in the flower development. 

In order to construct a flowering model suited to orchids, the ABCDE model needs to be modified to explain the fact that orchids lack a stamen whorl. Many of the MADS box genes such as *PaAP3* and *PaSEP* described earlier were downregulated in the Pollinia. 

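Of the 21 named MADS box contigs, 6 had their lowest level among the floral organs in pollinia and 3 their highest. *PaAP3-3* was lower in the sepal than in pollinia, and *PaAP3-4* was lower in the sepal and the pedicel than in pollinia. Over all 34171 contigs tested, 12754 differed by over 4-fold between pollinia and the mean of the other 5 organs at an adjusted p under 0.05 in limma, 6582 higher and 6172 lower in pollinia. This count was 9768 when contigs with a raw signal under 500 were left out, the setting that moved it most.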

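PATC138798 reached 15.61 on the log2 scale in pollinia, while none of the arrays of the other 5 organs, of leaves or of roots was well above background. Pollinia were at least 2432-fold above the mean of the other organs (adjusted p = 7.38e-12 from limma). PATC132082 reached 15.67 in pollinia and was well above background in every organ, between 10.58 in the column and 11.06 in the lip. For this contig the difference between pollinia and the mean of the other organs was 4.90 (standard error 0.07, adjusted p = 5.44e-10), and its leaves and roots were at 10.16 and 10.10.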

*PaMδS-1* (PATC138798) and *PaMδP-1* (PATC132082) are both *Mδ*-type MADS box genes that exhibit Pollinia-specific expression patterns (Figure 1B and 4B). In *Arabidopsis*, *MδS*- and *MδP*-type MADS box genes were highly expressed in pollen and when multiple *Mδ*alleles were defective, fertility was severely reduced due to low pollen viability [54]. Several other transcription factor genes, such as *PaAP2-7* (PATC138345), *PabHLH-3* (basic helix-loop-helix protein, PATC140443), *PabZIP-2* (basic leucine zipper protein, PATC134262) and *PaMYB-2* (PATC152106), also showed Pollinia-specific expression patterns (Figure 4D). The opposite expression pattern was observed for *PaAP2-5* (PATC133172), *PabHLH-1* (PATC135043), *PabZIP-3* (PATC136849), *PaMYB-4* (PATC150065) and *PaNAC-3* (*NAM*, *ATAF*, *CUC* proteins, PATC138298), which were expressed highly in all floral organs but not in the pollinia (Figure 4C). This kind of gene expression pattern is rather peculiar and has not been described in previous studies. More in-depth research needs to be conducted in order to understand the mechanism of pollinia pattern formation in orchids. 

### Comparative expression analysis of wild-type and peloric mutant flowers

Mutants with polymorphic flower phenotypes provide useful tools in the investigation of transcription factor functions. For reasons as yet unknown, the two lateral petals in the orchid flower sometimes become lip-like due to a peloric mutation (Figure 5A, for more peloric phenotypes see Figure S5 in File S1). The peloric mutation transforms the bilateral symmetric orchid flower into radial symmetric structure by the formation of three lips in the petal whorl. The peloric mutant is often associated with defective development of the pollinia and column. Compared to the wild-type, expression of genes involved in DNA methylation and chromatin remodeling is increased in peloric mutants [55], suggesting that the peloric phenotype may be the result of epigenetic effects. In order to identify genes that are co-expressed in the lip structure and the genes responsible for peloric transformation, we compared the expression profiles of the petal and lip of flowers from wild-type and a peloric mutant of another moth orchid, *P. equestris*. Comparative profiling of wild-type and peloric flowers allowed genes involved in morphological, topological and peloric development to be grouped for more detailed studies (Figure 5B). Differential genes responsible for morphological differentiation can be identified by comparing petals of wild type to the peloric mutant (Figure 5C). Thirty genes that may be responsible for topological arrangement of the second whorl were deduced from comparing profiling of petal to lip whether in the wild type or in the mutant (Figure 5C). The Venn diagram shows the number of genes differentially expressed in the petal and lip in the wild-type and peloric mutant (Figure 5C). A total of 168 genes exhibited differential expression levels in the petal and lip in the wild type. Among these 168 genes, 138 genes that did not show a change between the peloric petal and peloric lip were postulated to be genes responsible for morphological differentiation. The remaining 30 genes that were differentially expressed between the petal and lip in the wild-type or peloric mutant, were postulated to be responsible for the topological arrangement of the second whorl (Figure 5C). The 168 differential genes from the petal/lip comparison were subjected to Principal Component Analysis (PCA) to identify organs that have similar gene expression patterns. The first principal component accounted for 79% of the variance in the selected genes, and the first and second principal component accounted for over 98%. The PCA plot (Figure 5D) revealed that peloric petals formed clusters with the lips by the genes input was projected onto the first component. In the positive correlation of component 1, genes with significant loading score value (absolute value of loading score > 0.8) were further categorized into functional groups through MapMan analysis (Figure 5E). Large group of genes in lipid metabolism, secondary metabolism, cytochrome P450, transport activity and hormone metabolism may be responsible for the unique color and shape of lip. A group of MADS box transcription factors were also included. Clustering analyses of the 168 morphology-related genes showed that the expression profile of the peloric petal is much more similar to that of the lip (from wild-type or peloric mutant) than to that of the petal (Figure 5F), indicating the significance of this group of genes in the orchid lip development. Among these differentially expressed genes, MADS box transcription factors such as *PaSOC1-3*, *PaAGL6-2* and *PaAP3-3* may play critical roles in the lip formation or the maintenance of homeostasis. This is suggested by the Principal Component Analysis (PCA) with high loading scores and provides a potential transcriptional activation network for future studies. 

**Figure 5:**
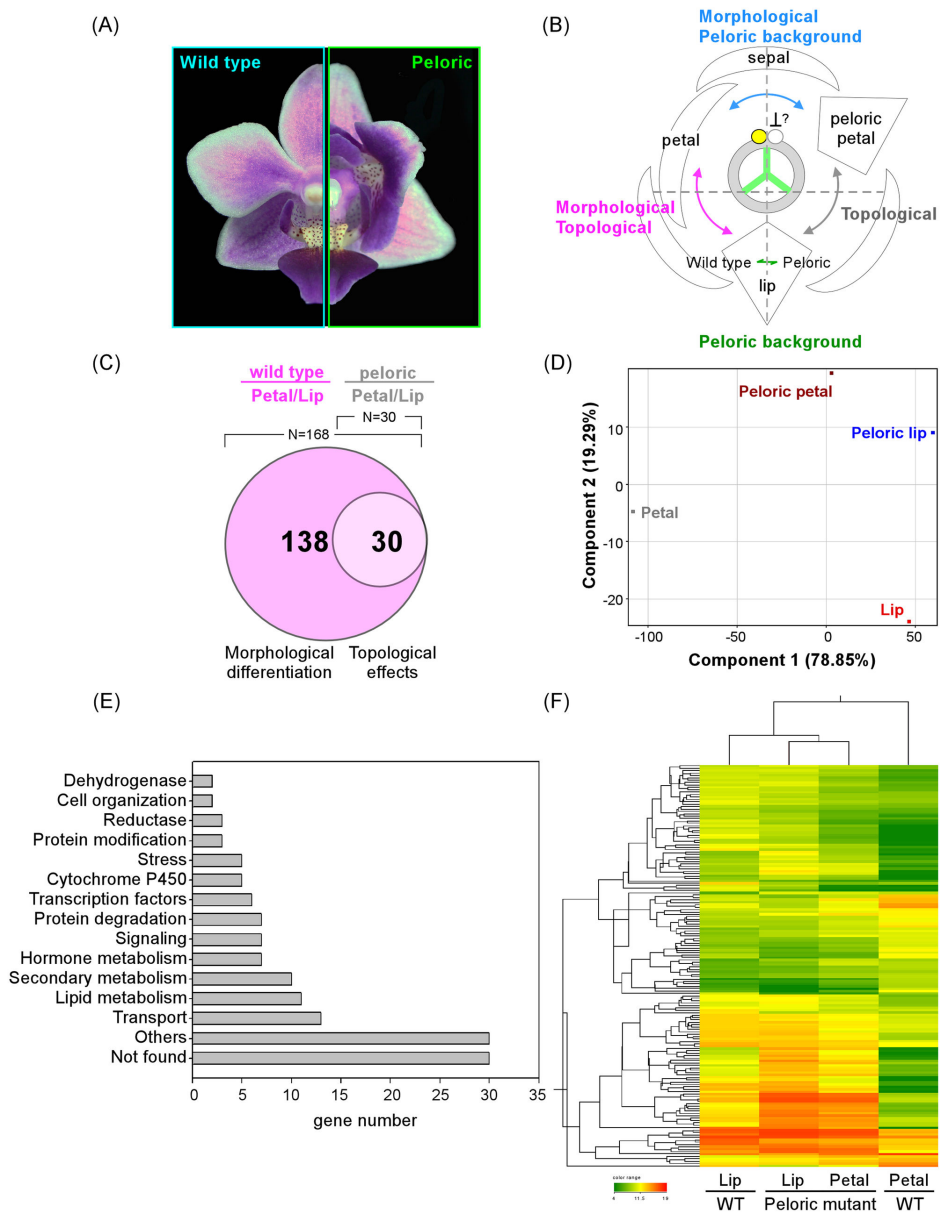
Gene classification from comparative analysis of expression profiles of wild-type and peloric mutants. (A) Phenotypes of wild-type and peloric mutants of *Phalaenopsis* *equestris*. (B) Proposed model of mechanism of peloric formation. (C) Venn diagram of genes differentially expressed in petal and lip tissues of either wild-type or peloric mutant (difference > 4-fold). (D) Principal component analysis (PCA) of genes shown in C that are differentially expressed in petal or lip tissues. (E) MapMan analysis of gene categories from PCA analysis (absolute value of loading score > 0.8) in D. (F) Genes clustering analysis of 168 genes in C that are differentially expressed in petal and lip tissues.

Thirty of the 168 genes that were postulated to have topological effects (Figure 5C), genes for several enzymes such as phenylalanine ammonia-lyase (PATC156804) and tyrosine decarboxylase (PATC138942 and PATC149447) that are involved in amino acid metabolism appeared to be expressed at higher levels in the lip than in the petal. In contrast, a putative zinc finger protein gene (PATC149247) was expressed at a higher level in the petal than in the lip. Genes for leucine-rich repeat transmembrane protein kinase (PATC139333) and anther-specific proline-rich protein (PATC147735) showed the same trend in their expression patterns. Two acyltransferase genes, *PATC134853* and *PATC196836*, showed opposite expression patterns, with PATC134853 having a higher expression levels in the petal and PATC196836 having a higher level in the lip. These genes seemed to maintain their spatial expression pattern regardless of the morphological changes in the peloric petal.

Genes with petal/lip differentiation were chosen for validation with quantitative PCR (Figure 6). Many of the transcription factors such as *PaAGL6-1*, *PaAP3-3*, *PaZF* (zinc finger protein, PATC129930) and *PaSOC1-3* (PATC154491) that were expressed in the normal lip but not in the petal of the wild-type flower were found to be expressed in the peloric petal. On the contrary, PATC198032 (a MADS box gene) was expressed highly in the normal petal but not in the peloric petal and lip (Figure 6F). These results are consistent with our hypothesis that these transcription factors play essential roles in regulating floral identity. 

**Figure 6:**
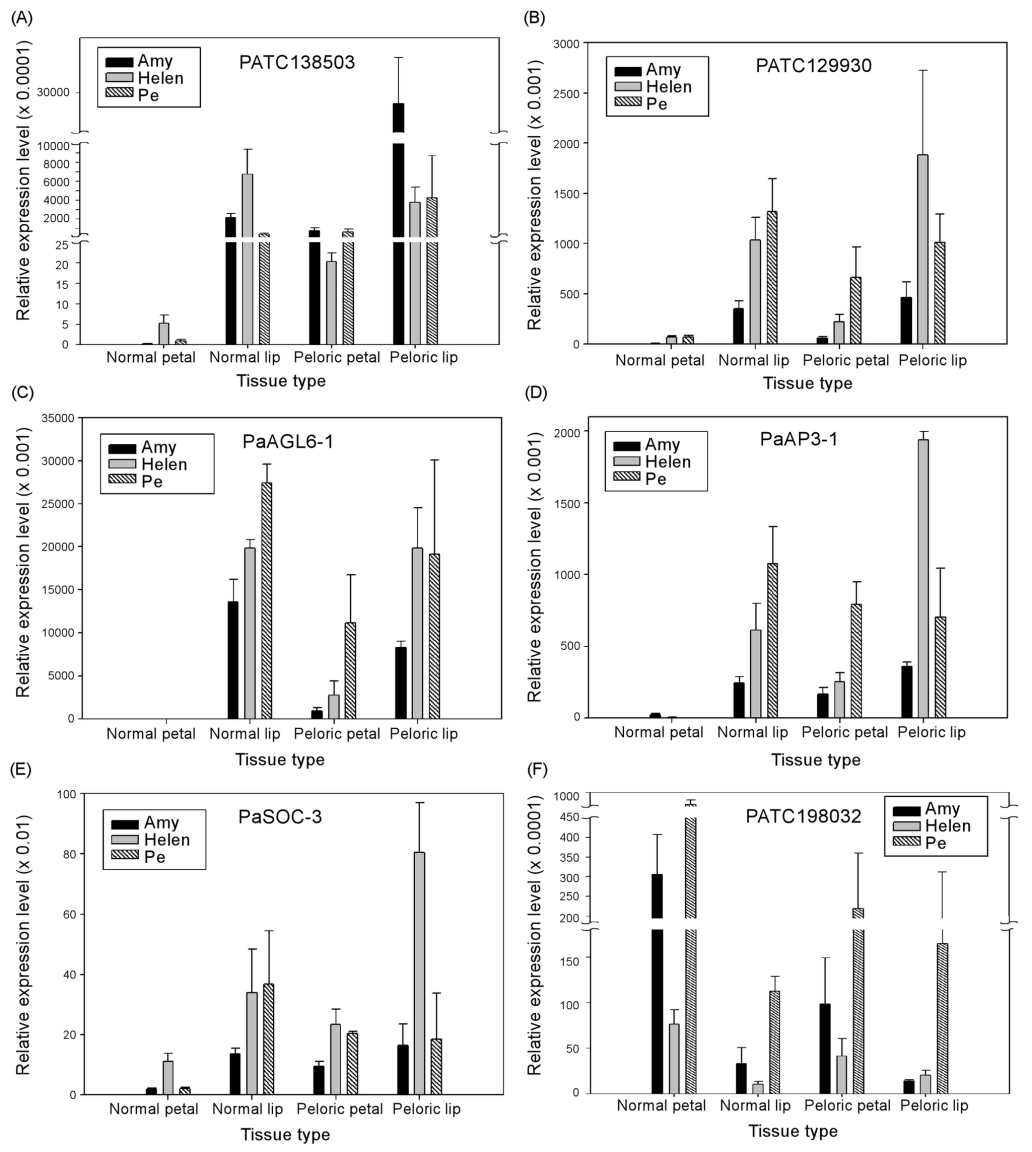
Quantitative PCR results to validate genes specifically expressed during morphological differentiation. Amy: P. Nobby’s Amy; Helen: Dtps I-Hsing Helen; Pe: *Phalaenopsis* *equestris*. Validated genes include, (A) *PaMTN3* (PATC138503); (B) *PaZF* (PATC129930); (C) *PaAGL6-1*; (D) *PaAP3-3*; (E) *PaSOC1-3*; (F) PATC198032. Primers used in the PCR reactions are listed in Table S3 in File S1.

The factors that are involved in the determination of bilateral symmetry of orchid flowers have not been reported. Both *TCP* (characterized by a *CYCLOIDEA*-like domain, known as *CYC*) and MYB transcription factors have been suggested to be involved in determining the symmetric pattern of the *Antirrhinum* flower [56]. In *Gerbera hybrida*, a member of the Asteraceae, a TCP transcription factor (GhCYC2) was demonstrated to play an important role in the flower symmetry control [57]. We were unable to identify *CYCLOIDEA* (*CYC*) genes from the *Phalaenopsis* transcriptome. Whether there is an as yet unidentified orchid *CYC* homologous gene or specialized orchid transcription factor that regulates the bilateral symmetry of orchid flower remains to be clarified.

## Conclusions

Using a microarray, we conducted a large-scale investigation of the expression profiles of functional genes that encode transcription factors in *P. aphrodite*. Genes specifically expressed in the floral organs were analyzed for their potential roles in floral organ identity. Several major conclusions can be drawn from our studies. First, *PaAGL6-1*, which was expressed specifically in the orchid lip, may play an essential role in lip formation. Second, extending the expression of class B MADS box genes, *PaAP3-1* and *PaPI-1*, in the sepal may be significant for tepal formation. Third, clusters of genes involved in the morphological differentiation of the lip were further confirmed by a comparison of expression profiles between flowers of wild-type and a peloric mutant. Taken together, our results led to the proposal of a modified ABCDE model for orchids that accounts for mechanisms of flower morphorgenesis unique to orchids, and suggest that new classes of transcription factors have evolved to control the formation of floral organs in orchids. 

## Supporting Information

File S1 **Supporting figures and tables**. Figure S1. Performance check of orchid specialized microarray with scatter plot. Table S1. Top 20 genes differentially expressed in specific tissues. Figure S2. Quantitative PCR validation of genes differentially expressed in specific tissues. Table S2. Genes from the microarray clustering assay that were validated by quantitative PCR.Table S3. List of primers used for quantitative PCR analysis. Figure S3. Phylogenetic analysis of MADS box genes and AP2 genes. Table S4. MADS box genes and AP2 genes in phylogenetic analysis. Figure S4. Subcellular localization of MADS box genes according to particle bombardment. Figure S5. Peloric flowers of orchids.
(PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

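Gene expression was measured on a custom array with 1 Cy3-labelled sample per array. The 54 arrays lay on 16 slides and were scanned in 8 batches. The authors deposited the spot intensities of each array, written by Feature Extraction 10.7.1.1, which subtracts background and corrects trends across the slide within each array. They also deposited a table of log2 values. The values of this table equal the log2 of the processed intensity with a floor of 20, averaged over the spots of a probe without those marked as outliers, minus a constant for each array; the largest departure of a probe was 2.71e-06. This constant lay within 0.00152 of the 75th percentile over the probes of the array on the log2 scale. The table was thus not quantile normalized, while the methods of the paper name quantile normalization.

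The 41 amplified arrays covered 20 conditions and the 13 unamplified arrays 6 conditions. Floral organs, pollinated flowers and some buds and flowers came from the hybrid V3, and the other amplified samples from *P. aphrodite*. Samples of germinating seeds and of *P. equestris* were not used here.

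Processed intensities with a floor of 20 were put on the log2 scale and quantile normalized among the amplified arrays and, by themselves, among the unamplified arrays. Spots marked as outliers by the software were left out, and the spots of a probe were averaged. For a contig with 2 probes the brightest was used. A contig entered a test when its probe was well above background on every array of at least 1 condition compared; a probe counted as well above background when at least 0.5 of its spots did.

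On the unamplified arrays the 75th percentile of the intensities lay between 446.2 and 1077, with a median of 645.0, and between 73.7% and 82.7% of the spots were well above background. No spot was saturated on any array. The number of arrays limits the precision of every value.

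Replicate arrays of a condition were compared with replicate spots of 1 array. The median difference between the probe means of 2 arrays was divided by the median difference between the spots of a probe, and arrays with a ratio of 1 or less were counted as 1 replicate and averaged. That such arrays be counted once was set before the data were examined, but this measure was chosen after several measures had been seen, and it sets means of 2 spots against single spots, which favours merging. Of the amplified conditions, 14 were counted as 1 replicate, with ratios up to 0.863, and 6 were kept apart, with ratios from 1.26 to 2.77. Of the unamplified conditions, 5 were counted as 1, among them V3 flowers with a ratio of 0.990, and V3 roots were kept apart at 1.35. This left 26 and 7 replicates. With single spots in place of probe means on both sides, columns and unamplified V3 flowers would also be kept apart, at 1.08 and 1.30, which gives 27 and 8 replicates. With single spots at the other position of the array, no ratio was under 1.00 and all 41 and 13 arrays would be kept. The paper states that the arrays of floral organs came from 2 collections of samples, so the arrays counted as 1 replicate can still be separate samples.

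Differences were tested with limma 3.58.1 in R 4.3.3, with 1 coefficient per condition and Benjamini-Hochberg adjustment. Contigs were counted at an adjusted p under 0.05 and a difference over 4-fold, or at least 4-fold over both leaves and roots for organ-specific genes. The patterns stated for single genes and the comparison of organs with leaves and roots needed an adjusted p under 0.05 and a difference above 0. The difference between genotypes in the change from leaf to flower needed an adjusted p under 0.05, with no fold threshold. The comparison of V3 with *P. aphrodite* used an additive model of genotype and tissue on the unamplified arrays. The SPM list of an organ held contigs above 0.8, and the first 20 were compared with the named genes. A signal not well above background on any array of a condition was treated as a limit, and the resulting fold is given as a lower bound.

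Named are every contig that the paper names and that has a probe, which were 44 of 45 contigs, and up to 2 contigs per direction with the largest change in each count. The 40 contigs of Figure 1B were read from the figure after the data had been seen.

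The tests were tried on simulated data with 200 changed contigs. With replicates counted as above, between 190 and 198 of the changed contigs were called in the tests on amplified arrays, with up to 5 other contigs. In the comparison of genotypes 150 were called. In the test of whether the genotypes differ in their change from leaf to flower 0 were called, so a count of 0 in that test carries no information.

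The alternatives tried were the 75th percentile, normexp background correction with an offset of 50 on median spot signals, a floor of 5, no filter, a filter at a raw signal of 500, the mean of all probes, each probe by itself, a fit of only the conditions compared, quantile normalization over all arrays, the values of the authors' table, fold change alone, other SPM settings, another reference for pollinated flowers and leaving out each array. Chosen after the data had been seen were the count of every array as a replicate, the blocks for slide or scan batch, and the use of median signals for normexp. Block correlations were estimated with statmod 1.5.0 on every 10th contig.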

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

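The tests of the scan batch of the unpollinated flowers and of the flowers 1 day after pollination, and the comparison of the brightest conditions of the virus probes, were chosen after the results had been seen.

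The paper does not report on V3 flowers 1, 3, 8 and 15 days after pollination (DAP). The flowers of each day and the unpollinated V3 flowers were counted as 1 replicate each. The spread in these tests thus came from other conditions, and the counts assume that it was the same here. Against unpollinated V3 flowers, 3461 contigs differed by over 4-fold at an adjusted p under 0.05 in limma at 1 DAP (1867 higher and 1594 lower), 4124 at 3 DAP (2413 and 1711), 4612 at 8 DAP (2887 and 1725) and 5546 at 15 DAP (3492 and 2054). The 75th percentile in place of quantile normalization moved the share of lower contigs from 41.5% to 28.9% at 3 DAP, from 37.4% to 21.2% at 8 DAP and from 37.0% to 22.1% at 15 DAP, and the median difference of all contigs from 0.020 to 0.21, from -0.014 to 0.22 and from -0.067 to 0.18 on the log2 scale, so the balance of directions depends on the scaling. Flowers at 3 and 8 DAP lay on the same slides and differed in 804 contigs with slide as a block (603 higher and 201 lower at 8 DAP). A shift of the unpollinated flowers, which lay on another slide, cancels in this comparison, so it does not decide between slide or scan batch and pollination. The unpollinated flowers shared their scan batch with roots of *P. aphrodite*. Of the contigs called, 1953 at 1 DAP, 2198 at 3 DAP, 2526 at 8 DAP and 3192 at 15 DAP were well above background on every root and leaf array of *P. aphrodite*. At most 2.97% of these showed a root difference shifted by over 4-fold in the same direction, which argues against that batch as the source of these calls. The remaining calls, up to 2354 at 15 DAP, could not be checked in this way, and for them the batch and pollination cannot be told apart. The flowers 1 DAP were the only condition in their scan batch. Of the contigs called at 1 DAP, 2878 (83.2%) were called in the same direction on another day, scanned in other batches, compared with 11.52% expected for unrelated calls. The unpollinated flowers shared by all days also make calls agree, which the 11.52% leaves out. A shift of the batch of the flowers 1 DAP would not produce calls on other days. This argues against that batch alone as the source of these 2878 calls. It does not argue against the batch of the unpollinated flowers, with which every day was compared. For the other 583 contigs the batch and the day cannot be told apart. Pollination, flower age and differences between collections stay open for all 4 days, as untested.

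On the unamplified arrays, 135 contigs differed by over 4-fold between V3 and *P. aphrodite* at an adjusted p under 0.05 in limma, 59 higher and 76 lower in V3, and 268 passed without adjustment. The paper does not report this comparison. The count was 23 without the V3 flower array of slide 1, 0 in limma without the V3 root array of slide 4 (234 without adjustment) and 2 without the V3 root array of slide 6. Among the contigs lower in V3, 59 had another probe, whose median difference was -2.08 on the log2 scale, with 55 in the same direction. This argues against a mismatch at a single probe, while sequence divergence at both probes stays open. Of 12 splits of the replicates within tissues, 1 gave as many contigs, the real one, and a share under 0.05 was out of reach with so few splits, so chance cannot be excluded. A difference between the genotypes or in growth conditions stays open.

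All 8 virus probes were well above background on every array of at least 1 condition, signals that the paper does not report. The CymMV probes were brightest in young inflorescences of *P. aphrodite*, where the mean log2 intensities of the 4 probes were 11.38, 13.62, 17.88 and 18.66. The ORSV probes were brightest in unamplified V3 flowers, at 14.54, 15.14, 13.82 and 10.92, and reached 7.15 to 8.88 in amplified V3 flowers. The brightest condition was thus the same for all 4 probes of each virus, 8 probes in all, which argues against spot background as the source of these signals. Virus RNA in the sampled plants and plant transcripts that bind the probes both stay open, and no biological explanation was tested.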

How the results depend on the processing

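The alternatives that count every array as a replicate, that use blocks for slide or scan batch, or that take median signals for normexp were chosen after the data had been seen. No paired analysis was possible because the labels give no shared replicate numbers, but scan batch links arrays of different organs. With scan batch as a fixed block over the floral organs and every array counted as a replicate, 2115 contigs differed between lip and petal and 12700 between pollinia and the other organs, and all 21 named MADS box contigs differed across the organs.

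Apart from arrays left out, 262 counts under an alternative stayed within 1.5 times the count reported and 45 did not. Of the values for patterns of named genes, 445 kept direction and side of the threshold, 5 gained the threshold, 1 lost it and 2 reversed. The second probe gave -1.98 for *PaAP1-1* (adjusted p = 8.68e-05 from limma) and -0.068 for *PabZIP-3* (adjusted p = 0.519). *PabZIP-3* passed at 0.31 with the 75th percentile, and *PaNAC-3*, at 1.59, is under 4-fold and failed by fold change alone.

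For normexp on median signals, organ-specific genes by fold change were 924 in sepals, 1218 in columns and 929 in pedicels, and by SPM 53 in sepals, 84 in petals and 245 in columns. It gave 1238 contigs between lip and petal, 2247 at 1 DAP, 2744 at 3 DAP, 47 between the genotypes and 1782 for the difference between genotypes in the change from leaf to flower. With the strict filter these were 972 in petals and 1035 in columns by fold change, 89 in petals and 237 in columns by SPM, 1239 between lip and petal, 78 between genotypes and 198 for the change from leaf to flower; fewer contigs were tested. The SPM over the 6 floral organs gave 232 contigs in sepals, 318 in petals, 577 in columns and 880 in pedicels, and over all amplified conditions 1, 29, 38, 3523, 95 and 14 in sepals, petals, lips, pollinia, columns and pedicels. With the mean of large V3 buds and V3 flowers as reference, 2674 contigs differed at 3 DAP, 2437 at 8 DAP and 2794 at 15 DAP. The named MADS box contigs higher in flowers numbered 0 past the adjusted threshold of limma on unamplified V3 arrays, and 17 of 20 both adjusted over the list alone and without adjustment. Except where fewer contigs or other tissues explain it, the cause was not tested.

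Between the genotypes, 210 contigs passed with a floor of 5, 0 with no filter (230 without adjustment in limma), 59 with quantile normalization over all arrays, 285 by fold change alone, 276 with every array as a replicate and 290 with a slide block. Leaf by itself gave 0 in limma (576 without adjustment) and flower by itself 0 (1679 without adjustment). The change from leaf to flower differed between genotypes in 0 contigs (2887 without adjustment), 912 with a floor of 5, 484 in the authors' table, 2216 by fold change alone, 11551 with every array as a replicate and 12983 with a slide block. On simulated data this test called 21375 unchanged contigs when every array was a replicate. Those data gave arrays that had been merged into a replicate identical random spread, so this outcome was built in. It cannot show whether the real arrays are separate replicates, and nothing follows from it for the counts above. The cause of the moves of the counts between settings was not tested. Counts for the change from leaf to flower had no fold threshold, except the count by fold change alone, which needed over 4-fold.

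With each array left out in turn, the SPM counts lay between 74 and 158 in sepals, 135 and 336 in petals, 5917 and 6169 in pollinia, 352 and 455 in columns and 379 and 433 in pedicels. The sepal count was 150 without the sepal array of slide 6 and 158 without that of slide 8, and the petal count was 336 without the petal array of slide 5. Between the genotypes the range was 0 to 140, with 23 without the V3 flower array of slide 1, 0 in limma without the V3 root array of slide 4 (234 without adjustment) and 2 without that of slide 6. For lip against petal it was 1867 to 2671, and no other count left 1.5 times its value.

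Arrays counted as 1 replicate differed by no more than replicate spots, so ranges with 1 of them left out say little about differences between samples. The measure that decides which arrays are counted as 1 replicate was chosen after several had been seen. V3 flowers on unamplified arrays lay at 0.990, next to the limit of 1, and another measure kept all 41 and 13 arrays apart in place of 26 and 7 replicates. A fit of only the conditions compared left no residual degrees of freedom for column, pedicel and pollinia against leaves and roots, the days after pollination, column against pedicel and the change from leaf to flower, and gave no value there. Signal near background limits the folds given as lower bounds, since the lowest log2 intensity that counted as well above background was 4.32 to 5.25 on amplified arrays.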

Differences from the paper's values

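The paper's count of MADS box genes in its list of the 20 most organ-specific genes is 5, while 2 of the 21 named MADS box contigs were found here. With the other contigs of Figure 1B looked up as well, the count was also 2, and MADS box contigs that the paper neither names nor shows there were not looked up. Normexp background correction, set before the data were examined but run on median signals, a change made after they had been seen, gave 4, within 1.5 times the paper's value. Of the other alternatives set before the data were examined, the strict filter, quantile normalization over all arrays and the authors' table gave 3. The 75th percentile, the floor of 5, no filter, the mean of all probes and geometric means gave 2, and the SPM over the 6 floral organs or over all amplified conditions gave 1; none of these came within 1.5 times.

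The paper's count of MADS box genes that differ across the flower organs, among the 40 of Figure 1B, is 23. Here 35 of these 40 contigs differed by over 4-fold. Normexp on median signals gave 34, the strict filter 33, the mean of all probes 34 and the authors' table 34, all within 1.5 times the paper's value. The 75th percentile, the floor of 5, no filter, a fit of only the conditions compared, quantile normalization over all arrays and fold change alone gave 35 and did not come within it. The contigs were read from the figure after the data had been seen. From the same figure the paper also calls 23 MADS box genes flower-specific. At least 4-fold over both leaves and roots in 1 or more organs was found for 27 of the 40, within 1.5 times that value. The counts of 35 and 23 may thus rest on unlike measures.

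Of the 33 patterns stated for named genes, 32 passed, and in 29 the lowest tissue inside the pattern was above the highest outside it. For *PaAP3-4*, which the paper places in lip and column, the column was below the petal by a log2 difference of -1.08; Figure 3C itself also fills the petal for this gene. For *PaAGL6-1*, which the paper calls specific to the lip, signal was also well above background in pedicel, sepal, column and pollinia. For *PabZIP-3*, which the paper describes as high in every organ but pollinia on the basis of PCR, the other organs exceeded pollinia by 0.10 (adjusted p = 0.339 from limma). It passed with the 75th percentile at 0.31 and with the authors' table at 0.31, and it also passed at 0.10 with every array counted as a replicate, at 0.09 with a slide block and at 0.10 with a scan batch block, settings chosen after the data had been seen. The column was below pollinia for *PaAP2-5*, by -0.71, and *PaNAC-3*, by -1.62, which the paper also describes as high in every organ but pollinia. *PaSOC1-3* was lower in the floral organs than in leaves and roots, whereas 20 of the 21 named MADS box contigs were higher.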

Other observations

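The test of higher expression in V3 in every tissue was chosen after the first test of the genotypes had been seen, and the test of pollinia without scaling between arrays after the counts for pollinia had been seen.

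In some conditions replicate arrays differed by more than replicate spots. Between conditions, the difference between the arrays of the later and the earlier scan batch had a median correlation over 27097 contigs of 0.505 (range 0.109 to 0.776, 15 pairs of 6 conditions; contigs are not independent replicates). This is consistent with a difference between scan batches. Its size was limited, since 10 to 81 contigs differed by over 4-fold between arrays of a condition in different batches. These were batches 2 to 4, and nothing follows for the batches of leaves and roots.

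Of the contigs that differed between pollinia and the other organs, 6172 were lower in pollinia. Under the 75th percentile the share of lower contigs moved by 1.19 percentage points, which argues against the choice between these scalings as their cause. Both bring the arrays to a common level, so this does not test the scaling itself. Without scaling between arrays, 96.9% of the 6172 contigs were over 4-fold lower in pollinia. Scaling raised the dim pollinia arrays, so this outcome was foreseeable and is no independent evidence. It shows only that scaling did not produce most of these lower values. Of the 6582 contigs higher in pollinia, 64.0% were over 4-fold higher without scaling, so for the others passing the 4-fold threshold depends on scaling. The low signal of the pollinia arrays, whether a common level is right for this tissue, and the tissue itself stay open.

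The organ-specific genes were found by comparing V3 organs with leaves and roots of *P. aphrodite*. On unamplified arrays, their median difference between V3 flowers and V3 leaves and roots was 0.22 on the log2 scale, under the limit of 1 set beforehand for a genotype difference. The same median in *P. aphrodite* alone was 0.24, and both are set mainly by pollinia, with 6037 of the 8101 contigs and medians of 0.12 in V3 and 0.12 in *P. aphrodite*. In V3 and in *P. aphrodite* the medians were 0.55 and 1.05 for sepals, 0.46 and 0.86 for petals, 0.61 and 0.90 for columns and 0.50 and 0.84 for pedicels. For lips the median was 0.72 in V3 and above 1 in *P. aphrodite*. For sepals and lips the 2 genotypes thus lay on opposite sides of the limit, and for the other organs both lay under it. A genotype difference in part of these contigs stays open. Of these contigs, 1.25% were over 4-fold higher in V3 leaves and roots than in those of *P. aphrodite*, which argues against higher expression of V3 in every tissue as the source of most of them. This share was 1.13% for pollinia and 2.98% to 4.07% for the other organs, compared with 0.313% of the contigs specific to no organ, so for a small part of the contigs this explanation stays open. A genotype difference restricted to floral organs stays open. Within *P. aphrodite*, amplified flowers exceeded leaves and roots by a median of 1.67 for the contigs specific to sepals, 1.47 for petals, 1.84 for lips, 0.20 for pollinia, 1.34 for columns and 1.44 for pedicels.

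Between lips and petals of V3, 2110 contigs differed by over 4-fold, 1102 higher and 1008 lower in lips. Under the 75th percentile the share of lower contigs moved from 47.8% to 37.3%, and the median difference of all contigs from 0.062 to 0.14. Of 13 contigs for which the paper states a direction between petals and lips in other plants, 10 had the same direction in V3 and 3 the other. The latter were the tyrosine decarboxylases PATC138942 and PATC149447, with lip minus petal differences of -1.21 and -1.26, and the acyltransferase PATC196836, which was at least 3.22-fold higher in petals. The directions were read from the paper after the data had been seen. Between lips and sepals 1338 contigs differed, and between columns and pedicels 2739. The internal control ubiquitin ranged over 1.28 on the log2 scale across the organs, lowest in pollinia, and actin over 0.50.

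On amplified and unamplified arrays, differences among flowers, leaves and roots of *P. aphrodite* correlated across contigs at 0.793 to 0.848, and 94.3% to 96.4% of those over 4-fold kept their direction.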
